# Two Alternative Splicing Variants of AtERF73/HRE1, HRE1α and HRE1β, Have Differential Transactivation Activities in *Arabidopsis*

**DOI:** 10.3390/ijms21196984

**Published:** 2020-09-23

**Authors:** Hye-Yeon Seok, Jimin Ha, Sun-Young Lee, Hyoungjoon Bae, Yong-Hwan Moon

**Keywords:** alternative splicing, *Arabidopsis*, HRE1, hypoxia, root development, transactivation

## Abstract

AtERF73/HRE1 is an AP2/ERF transcription factor in *Arabidopsis* and has two distinct alternative splicing variants, HRE1α and HRE1β. In this study, we examined the differences between the molecular functions of HRE1α and HRE1β. We found that HRE1α and HRE1β are both involved in hypoxia response and root development and have transactivation activity. Two conserved motifs in the C-terminal region of HRE1α and HRE1β, EELL and LWSY-like, contributed to their transactivation activity, specifically the four E residues in the EELL motif and the MGLWS amino acid sequence at the end of the LWSY-like motif. The N-terminal region of HRE1β also showed transactivation activity, mediated by the VDDG motif, whereas that of HRE1α did not. The transactivation activity of HRE1β was stronger than that of HRE1α in *Arabidopsis* protoplasts. Both transcription factors transactivated downstream genes via the GCC box. RNA-sequencing analysis further supported that both HRE1α and HRE1β might regulate gene expression associated with the hypoxia stress response, although they may transactivate different subsets of genes in downstream pathways. Our results, together with previous studies, suggested that HRE1α and HRE1β differentially transactivate downstream genes in hypoxia response and root development in *Arabidopsis*.

## 1. Introduction

To survive under stressful conditions, plants change the expression patterns of stress-responsive genes. In this process, transcription factors are the *trans*-acting elements that play major roles in regulating gene expression by binding to *cis*-acting elements [1]. The APETALA2/ethylene-responsive factor (AP2/ERF) transcription factor family consists of transcription factors that are mainly plant-specific but are also found in protists, cyanobacteria, and phages [2]. Members of the AP2/ERF superfamily are encoded by 145 loci in *Arabidopsis* and 167 loci in rice [3,4,5]. AP2/ERF transcription factors are divided into four subfamilies: AP2, ERF, dehydration-responsive element-binding factor/C-repeat-binding factor (DREB/CBF), and RAV [4,6]. They function as either transcriptional activators or repressors in gene regulation. The specific conserved activation domains of these activators are not well-known, except for the LWSY motif, which has been identified at the C-terminus of ERFs and DREB/CBFs [7,8,9,10,11]. Acidic amino acid residues, such as aspartate (D) and glutamate (E), participate in the transactivation activity of these activators [12]. In contrast, repressors have distinct repressor domains, such as the ERF-associated amphiphilic repression motif, TLLLFR motif, and B3 repression domain [13,14,15]. Transcription factors in the ERF subfamily bind to the GCC box (5′-AGCCGCC-3′) and/or to dehydration-responsive element/C-repeat (DRE/CRT) (5′-A/GCCGAC-3′) to regulate the expression of downstream genes [16,17].

The splicing of pre-mRNA is a crucial step in the expression of the information encoded in eukaryotic genomes [18]. Alternative splicing occurs when splice sites are differentially recognized; more than one transcript and multiple potential proteins are generated from the same pre-mRNA [18]. The splice sites that are selected under particular cellular conditions are determined by the interactions of proteins, globally designated as splicing factors, which guide spliceosomal components and subsequently the spliceosome to the respective splice sites [19,20,21].

Abiotic stresses, such as heat, cold, salinity, and drought, markedly change alternative splicing patterns, thus implementing changes in gene expression as a part of the adaptive responses of plants to adverse environments. Splicing factors themselves also change their expression or activity under stress conditions [22]: distinctive splicing variants are expressed in different tissues or undergo degradation via nonsense-mediated decay [22]. Splicing variants may also vary with regard to their subcellular localization or have different biological functions; for example, *HfsA2* generates a truncated protein by alternative splicing under heat stress and acts as a positive regulator of its own transcription [23]; *bZIP60*, encoding a key transcription factor in the unfolded protein response, generates a nucleus-targeted alternative splicing variant under heat stress, while it generates an endoplasmic reticulum-localized protein under normal conditions. The splicing variant of bZIP60 localized in the nucleus activates the transcription of genes regulating protein folding and degradation [24,25]. In contrast, *ZIFL1* generates two alternative splicing variants encoding full-length and truncated proteins localized in the tonoplast of root cells and the plasma membrane of leaf stomatal guard cells, respectively; the full-length protein regulates auxin transport in the root cells, while the truncated protein mediates drought tolerance in the stomatal guard cells [26]. Although the regulation and functions of abiotic stress alternative splicing variants have been studied in plants, their role and downstream pathways in hypoxia responses have not yet been investigated, except in a small number of high-throughput studies [27,28]. Hypoxia is a growth-limiting factor, especially for non-oxygen-evolving organs or green tissues under dark conditions [29,30,31], leading to a decrease in ATP production and a subsequent energy crisis affecting numerous plant processes. To circumvent a negative energy status, plants have developed several strategies, including a switch to anaerobic fermentation to regenerate the NAD^+^ required to sustain glycolytic ATP production [29,30].

AtERF73/HRE1 (HRE1) is an AP2/ERF transcription factor in *Arabidopsis* that belongs to group VII of the ERF subfamily and contains one AP2/ERF domain [32]. *HRE1* has two distinct alternative splicing variants, *HRE1α* and *HRE1β* [33], whose overexpression confers tolerance to flooding or anoxia [33,34]. Moreover, *HRE1α*-overexpressing transgenic plants (OXs) exhibit increased primary root elongation due to elevated root cell division [33]. It has been also reported that HRE1α has transactivation activity, supposedly imputable to its C-terminal region [33]. Although previous studies have examined each splicing variant, no study has yet compared HRE1α and HRE1β, nor their transactivation activity, the domains responsible for their activity, and the downstream genes that they affect.

In this study, we assessed the functional differences between HRE1α and HRE1β. Expression pattern analyses suggested that *HRE1β* plays a more important role than *HRE1α* in the hypoxia response, and analysis of *HRE1α* OXs and *HRE1β* OXs showed that both splicing variants are involved in the hypoxia response and root development. Our results demonstrated that both HRE1α and HRE1β have two motifs in their C-terminal region that contribute to their transactivation activity. HRE1β has an additional motif in its N-terminal region that is also involved in its transactivation activity. RNA-sequencing (RNA-Seq) analysis of genes downstream of *HRE1α* and *HRE1β* revealed that both these splicing variants might function differentially as transcriptional activators via the GCC box in *Arabidopsis*.

## 2. Results

### 2.1. Structural Comparison of HRE1α and HRE1β

Comparison of the genomic structures of *HRE1α* and *HRE1β* showed that *HRE1α* does not contain any intron, whereas *HRE1β* does have one (Figure 1a), and *HRE1α* and *HRE1β* encode proteins that potentially have 211 and 262 amino acids (aa), respectively (Figure 1b). 

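In the TAIR10.1 assembly, *HRE1* (AT1G72360) lies on the forward strand of chromosome 1 from 27241696 to 27242968, and its annotation holds 3 protein-coding transcripts. The transcript for 211 aa has 1 exon from 27241812 to 27242827, and its coding sequence of 636 bases runs from 27242142 to 27242777. The transcript for 262 aa has 2 exons, and its coding sequence of 789 bases starts at 27241904 and stops at the same base as that for 211 aa. Its intron of 85 bases runs from 27242091 to 27242175. The remaining transcript encodes 260 aa and has an intron of 91 bases, from 27242091 to 27242181. The first 34 bases of the coding sequence for 211 aa lie inside the intron of the transcript for 262 aa. The 3′ untranslated regions begin at the same base and are 50 bases long in the transcripts for 211 and 260 aa and 191 bases long in the transcript for 262 aa.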

HRE1α and HRE1β share 200 amino acids, including the AP2/ERF domain and C-terminal region, whereas the N-terminal region of HRE1β is longer than that of HRE1α because it harbors N-degron pathway-targeted sequences (Figure 1b) [35]. We performed BLASTP analysis to identify orthologs of both HRE1α and HRE1β in other plant species. Interestingly, no orthologs of HRE1α contained sequences similar to those in its N-terminal region. In contrast, all the orthologs corresponded to HRE1β, containing N-degron pathway-targeted sequences in their N-terminal regions (Figure 1c) [35]. In addition, HRE1α and HRE1β have no paralogs in *Arabidopsis*, whereas some of the other orthologs have paralogs in the same species (Figure 1c). We generated a phylogenetic tree to compare the phylogenetic relationship among HRE1α, HRE1β, and its orthologs. HRE1α and HRE1β were the two most closely related proteins and were close to the orthologs in *Camelina sativa* and *Capsella rubella* (Figure 1d).

### 2.2. Comparison of HRE1α and HRE1β Functions in the Hypoxia Response and Root Development

The expression of both *HRE1α* and *HRE1β* is upregulated by hypoxia [33,34]; to compare their expression patterns in response to such stress, the transcript levels of both splicing variants were analyzed under hypoxia conditions. Ten-day-old wild-type (WT) seedlings treated under low-oxygen conditions were analyzed by quantitative reverse-transcription PCR (RT-PCR) using *HRE1α* or *HRE1β*-specific primers (Table S1). As a result, the expression of both *HRE1α* and *HRE1β* was found to be higher after the hypoxia treatment, which was consistent with previous results (Figure 2a and Figure S1) [33,34]. The transcript levels of *HRE1β* were significantly higher than those of *HRE1α* under hypoxic conditions (Figure 2a).

Next, we examined the hypoxia responses of *HRE1α* OX and *HRE1β* OX seedlings. For this, *HRE1β* OXs were generated and selected using quantitative RT-PCR (Figure S2). The *HRE1α* OXs generated in previous study were used [33]. *HRE1α* OX, *HRE1β* OX, and WT seeds were sown onto the same plate and treated with hypoxia 7 days after germination (DAG). After 18 or 24 h of hypoxia treatment, both *HRE1α* OX and *HRE1β* OX seedlings were more tolerant than WT, with higher survival percentages (Figure 2b,c); we also found no significant phenotypic difference between the *HRE1α* OXs and *HRE1β* OXs (Figure 1b,c). Despite a previous report stating that *hre1* mutants do not show significant differences from the WT under hypoxia conditions [34], these results suggested that both *HRE1α* and *HRE1β* are involved in the hypoxia response.

In a previous study, we showed that *HRE1α* is involved in primary root elongation via regulation of root meristem cell division [33]. In addition, the expression level of *HRE1β* has been shown to be higher in the roots than in the shoots [34]. To compare the functions of *HRE1α* and *HRE1β* in root development, we analyzed their expression in the shoots and roots using 7- and 14-day-old WT seedlings. The expression levels were similar in the shoots of both 7- and 14-day-old seedlings (Figure 2d). However, the expression level of *HRE1α* was significantly higher than that of *HRE1β* in the roots (Figure 2d).

We next compared the root lengths of the *HRE1α* and *HRE1β* OXs. For this, the *HRE1α* and *HRE1β* OX seeds were sown onto the same Murashige and Skoog (MS) plates as the WT seeds and the primary root lengths of the seedlings were measured at 7 DAG. Both of the OXs had longer primary roots than the WT plants (Figure 2e,f), and the primary root length did not significantly differ between the *HRE1α* OXs and *HRE1β* OXs (Figure 2e,f). These results suggest that both splicing variants function in primary root development. However, *hre1* mutants did not show significant difference in root elongation compared to WT (data not shown).

### 2.3. N-Terminal and/or C-Terminal Regions of HRE1α and HRE1β Are Responsible for Transactivation Activity

Previously, we reported that HRE1α has transactivation activity and that its C-terminal region is responsible for this activity [33]. However, the same was not previously investigated for HRE1β and was thus investigated in this study using the yeast system. As a result, we found that the full-length HRE1β showed transactivation activity in yeast, which was very similar to that of the full-length HRE1α (Figure 3c,d and Figure S3a). These results indicated that both HRE1β and HRE1α function as transcriptional activators.

To identify the domain responsible for its transactivation activity, HRE1β was divided into three regions: the N-terminal 1–73-aa region (N73), middle 63–171-aa region (M109), and C-terminal 172–262-aa region (C91) (Figure 3b). In the quantitative β-galactosidase 2-nitrophenyl-β-D-galactopyranoside (ONPG) assay and yeast growth assay, C91 showed the highest activity among the three regions, almost the same as that of the full-length HRE1β (Figure 3c,d). N73 also showed transactivation activity, although it was weaker than that of C91 (Figure 3c,d). However, M109, containing the AP2/ERF DNA-binding domain, did not show transactivation activity (Figure 3c,d). These results indicated that both the N-terminal and C-terminal regions of HRE1β contain domains with transactivation activity, unlike HRE1α, in which only the C-terminal region shows activity.

### 2.4. N-Terminal Region of HRE1β Has One Motif Responsible for Transactivation Activity

We identified the orthologs of HRE1β N73 in other plant species, including *Arabidopsis lyrata*, *Camelina sativa*, *Capsella rubella*, *Eutrema salsugineum*, *Brassica napus*, and *Brassica oleracea*, using the BLASTP tool. Multiple alignment among HRE1β N73 and its orthologs was performed using the Clustal Omega tool. Forty-seven amino acids in HRE1β N73, corresponding to the 1–47-aa region in HRE1β, were highly conserved among HRE1β and its orthologs (Figure 4a). The first 10 amino acids in this sequence, MCGGAVISDY, are known to be related to the N-degron pathway, which is involved in the protein degradation process [35].

To identify the motif(s) responsible for transactivation activity in HRE1β N73, partial fragments of HRE1β N73, namely, N73-N (1–47 aa), N73-C (48–73 aa), and N73-NΔ10 (11–47 aa; N73-N without 1–10 aa), were fused to GAL4 DNA-binding domain (BD) (Figure 4b). In the quantitative β-galactosidase ONPG assay and yeast growth assay, both N73-N and N73-NΔ10 showed transactivation activity, while N73-C did not (Figure 4c,d). In addition, there was no significant difference in the activity between N73-N and N73-NΔ10 (Figure 4c,d), indicating that the 37-aa sequence of N73-NΔ10 is important for transactivation activity. We named the highly conserved 26-aa sequence in the N73-NΔ10 (22–47 aa) as the VDDG motif (Figure 4a).

### 2.5. C-Terminal Region of HRE1β Has Two Motifs Responsible for Transactivation Activity

We next analyzed the motif(s) in the C-terminal region of HRE1α/HRE1β responsible for transactivation activity. First, we compared the activity of HRE1β C91 (172–262 aa) with that of HRE1β C81 (182–262 aa) because the 121–130-aa region of HRE1α corresponding to the 172–181-aa region of HRE1β has been shown to be unimportant for the activity [33]. Quantitative β-galactosidase ONPG and yeast growth assays revealed that both C91 and C81 show transactivation activity, with no significant difference between the activities of these two regions (Figure 5c,d).

We further analyzed the motif(s) responsible for transactivation activity in HRE1β C81. BLASTP analysis using HRE1β C81 identified orthologs in other plant species, such as *Arabidopsis lyrata*, *Camelina sativa*, *Capsella rubella*, *Eutrema salsugineum*, *Raphanus sativus*, *Brassica napus*, and *Brassica rapa*, and multiple alignment between them was performed (Figure 5a). Based on the conservation of amino acid sequences, HRE1β C81 was divided into two subregions: HRE1β C81-N (182–213 aa) and HRE1β C81-C (214–262 aa) (Figure 5b). The results of quantitative β-galactosidase ONPG and yeast growth assays showed that both C81-N and C81-C exhibited transactivation activity, and the activity of C81-N was lower than that of C81-C (Figure 5c,d).

To narrow the possible motif(s) responsible for transactivation activity, HRE1β C81-C was divided into two subregions: C81-C-1 (214–238 aa) and C81-C-2 (239–262 aa) (Figure 5b). The results of quantitative β-galactosidase ONPG assay and yeast growth assay showed that both C81-C-1 and C81-C-2 exhibited transactivation activity, with that of C81-C-1 being higher than that of C81-C-2 (Figure 5c,d). These results suggested that both the C81-C-1 and C81-C-2 contain motif(s) are responsible for transactivation activity.

### 2.6. Four Glutamate Residues and LWS Residues Contribute to Transactivation Activity

It is well-known that specific acidic aa residues, such as D and E, are important for transactivation activity [12]. Four E residues (E220, E221, E226, and E230) in HRE1β C81-C-1 were highly conserved among HRE1β and its orthologs (Figure 5a). To assess their importance for the transactivation activity of C81-C-1, each E residue was replaced with an alanine (A) residue by point mutation, resulting in mC81-C-1-1 (E220A E221A), mC81-C-1-2 (E226A E230A), and mC81-C-1-3 (E220A E221A E226A E230A) (Figure 6a). Quantitative β-galactosidase ONPG and yeast growth assays showed that mC81-C-1-1 and mC81-C-1-2 showed similar activity to the nonmutated C81-C-1, whereas mC81-C-1-3 showed almost no activity (Figure 6b,c). These results indicated that all four E residues (E220, E221, E226, and E230) in the C-terminal region of HRE1β are necessary for its transactivation activity.

The LWSY motif of RAP2.12 and RAP2.2 in *Arabidopsis*, which belong to group VII of the ERF subfamily, is important for the transactivation activity of these transcription factors [8]. HRE1β C81-C-2 also has amino acid sequences similar to the LWSY motif at its C-terminal end; the sequences were found to be highly conserved among HRE1β and its orthologs (Figure 5a). To analyze whether LWSY-like sequences are important for transactivation activity, C81-C-2 without LWSY-like sequences (C81-C-2ΔLWS) was fused to GAL4 BD (Figure 6d). The results of quantitative β-galactosidase ONPG and yeast growth assays showed that C81-C-2ΔLWS had significantly lower activity than C81-C-2 (Figure 6e,f), suggesting that LWSY-like sequences consisting of five amino acids in HRE1β C81-C-2 contribute to the transactivation activity. We named the 21-aa sequence of C81-C-1 (218–238 aa) as the EELL motif and the five amino acids of C81-C-2 (MGLWS) as the LWSY-like motif (Figure 5a).

### 2.7. HRE1α and HRE1β Show Transactivation Activity In Vivo

Transactivation assay systems including effector, reporter, and reference plasmids, have been widely used to compare the transactivation activities of proteins and/or their domains in plant protoplasts [36,37,38]. To confirm the transactivation activity of HRE1α and HRE1β in *Arabidopsis*, effector plasmids, in which each full-length open reading frame (ORF) of HRE1α and HRE1β was fused to GAL4 BD, were generated and transformed into *Arabidopsis* protoplasts (Figure 7a). Transient expression of the effector plasmid of HRE1α or HRE1β with the reporter plasmid, harboring the firefly luciferase gene under the control of 4× GAL4 upstream activating sequence, showed that the full-length ORFs of both HRE1α and HRE1β exhibit transactivation activity in *Arabidopsis* protoplasts (Figure 7b). The activity of HRE1β was found to be higher than that of HRE1α in *Arabidopsis* protoplasts (Figure 7b).

The transactivation activity of HRE1β N73, HRE1β M109, and HRE1β C81 was also assessed in *Arabidopsis* protoplasts. HRE1β C81 showed strong activity in *Arabidopsis* protoplasts, while HRE1β N73 showed weak activity, and HRE1β M109 did not (Figure 7b). These results were similar to those found in yeast (Figure 3).

### 2.8. Both HRE1α and HRE1β Transactivate Downstream Genes via the GCC Box

It was previously shown that HRE1α transactivates downstream genes via the GCC box [33]. To investigate whether HRE1β also regulates downstream genes via the GCC box, effector plasmids for the expression of HRE1α and HRE1β were transformed into *Arabidopsis* protoplasts with reporter plasmids containing the firefly luciferase gene under the control of 4× GCC box core sequences (Figure 8a). Transactivation assay results showed a great relative increase of reporter activity by both HRE1α and HRE1β (Figure 8b), suggesting that both transcription factors transactivate downstream genes via the GCC box. Recently, it was reported that hypoxia-responsive promoter element (HRPE) is a *cis*-acting element regulated by members from group VII of the ERF subfamily, including *HRE1*, *HRE2*, *RAP2.12*, *RAP2.2*, and *RAP2.3* [39]. However, we did not ascertain whether HRE1α and HRE1β transactivate downstream genes via HRPE because HRE1 (HRE1β) does not bind to HRPE [39].

### 2.9. Analysis of Downstream Genes Regulated by HRE1α and HRE1β Using RNA-Seq

To identify downstream genes regulated by HRE1α and HRE1β, RNA-Seq analysis was performed using *HRE1α* OXs, *HRE1β* OXs, and WT transcripts. 

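The libraries were made with QuantSeq, a method that sequences 1 fragment near the 3′ end of each polyadenylated transcript, so that the count of a gene follows the number of its transcripts. Whole seedlings of WT (Columbia), *HRE1α* OXs and *HRE1β* OXs were used, with 2 libraries for each. The paper gives the age of the seedlings as 10 days, whereas the sample labels give 14 days with 8 h of light and 16 h of dark at 22 °C. The authors aligned the reads with Bowtie2, counted unique and multiple alignments on each gene with Bedtools, and deposited the counts without normalization. The paper's text does not name whether the strand was used in counting. Among 4025 pairs of overlapping genes, 184 pairs had counts within 5% of each other in each of the 6 libraries, and 169 of these pairs lie on opposite strands.
Counts on genes summed to 28002904 and 28796604 in the WT libraries, 25976839 and 27546822 in the *HRE1α* OX libraries, and 26170911 and 30606058 in the *HRE1β* OX libraries. Across genes, which are not independent replicates, Pearson's r between the 2 replicates was 0.980 in WT, 0.984 in *HRE1α* OXs and 0.984 in *HRE1β* OXs. More genes than sampling noise allows differed between replicates, with a chi-square p under 0.05 for 44.1% of genes in WT, 31.7% in *HRE1α* OXs and 34.4% in *HRE1β* OXs. The test takes counting error as the only source of difference. It does not show whether the replicates differed more than separate samples usually do. The counts were scaled with edgeR's TMM factors, and the 3 genotypes were fitted together with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. With 2 libraries in each group, no permutation of the labels can reach a p of 0.05, so the test relies on the spread shared across genes.
*HRE1* itself was counted 1401 and 1115 times in the WT libraries, 4424 and 5397 times in the *HRE1α* OX libraries, and 916 and 1057 times in the libraries labelled *HRE1β* OX. Its normalized level was 44.3 ± 8.18 CPM (counts scaled to a common library size; SD, n = 2) in WT, 185 ± 18.6 CPM in *HRE1α* OXs and 34.6 ± 0.217 CPM in the libraries labelled *HRE1β* OX. The log2 fold change against WT was 2.06 (standard error 0.109, adjusted p = 1.1e-10, edgeR) in *HRE1α* OXs and −0.36 (standard error 0.11, adjusted p = 0.022, edgeR) in the libraries labelled *HRE1β* OX. The fall in the libraries labelled *HRE1β* OX no longer passed with upper-quartile factors (adjusted p = 0.0501, edgeR). Nor did it pass with only these libraries and WT in the fit (adjusted p = 0.0501, edgeR). Counts at the 3′ end do not separate the splicing variants. Since the count of the overexpressed gene was not higher than in WT, these libraries are referred to by their label throughout.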

The mapping of RNA-Seq reads to the Columbia genome was successful, with mapping rates of 96.3–98.0% (Table S2). The number of mapped reads ranged from 26.7 to 31.2 million (Table S2). 

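The counts on genes amounted to between 94.9% and 98.2% of the mapped reads that the paper reports in Table S2, and all values here rest on the counts. Between 24607 and 25196 genes had at least 1 count in a library. The 10 genes with the most counts took 11.4% to 13.6% of a library, and the chloroplast genome took 11.2% to 12.2%. A gene with 3 counts, the smallest number taken as measurable, had between 0.098 and 0.115 CPM. Fragments carry no molecular identifiers that the paper's text names, so this floor covers counting error only.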

The less abundant genes were removed, and finally, a total of 22,884 genes were included in the analysis.

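In the deposited counts, 27665 genes had at least 1 count in the 6 libraries and 20501 had at least 10 counts in every library. The filter of edgeR (filterByExpr) kept 22348 genes, and these were tested. Each deposited table holds 33028 gene names, of which 32997 could be assigned to a locus of the TAIR10.1 annotation.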

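The threshold of the paper, a 2-fold difference at an unadjusted p under 0.05, was applied to the deposited counts beside the same fold with an adjusted p under 0.05. Both were tried on counts simulated for 22073 genes with the means and library sizes of these libraries. In these, 200 genes with a mean over 1 CPM were changed up or down by the same fold, which was above 2-fold. Under the unadjusted threshold, edgeR's quasi-likelihood test recovered 198 of the 200 genes and called 178 others, and it called 142 genes between groups without any change. With the adjusted p it recovered 195 and called 6 others, and it called 1 gene between the groups without change. The recovery does not describe genes changed by little more than 2-fold or genes with few counts.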

Genes with >2-fold differences in expression, with *p* < 0.05, were considered to be up- or downregulated in the *HRE1α* OXs and/or *HRE1β* OXs. 

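At 2-fold and an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 203 genes were higher than in WT in *HRE1α* OXs and 916 in the libraries labelled *HRE1β* OX. With an adjusted p under 0.05, 60 and 715 genes were higher, with median log2 fold changes of 1.43 and 1.53. The setting that moved these counts most was a two-sample equal-variance test on quantile-normalized log2(CPM + 1), after the methods of the paper. It gave 24 genes in *HRE1α* OXs and 258 in the libraries labelled *HRE1β* OX at the unadjusted threshold.
Ranked by the log2 fold change of the model, the highest genes in *HRE1α* OXs had few counts, and their folds are lower bounds. *HDA18* (AT5G61070) was counted 21 and 22 times against 0 in both WT libraries, which makes it at least 7.67-fold higher (adjusted p = 0.00492, edgeR). *SWEET13* (AT5G50800) was at least 7.3-fold higher with 18 and 23 counts (adjusted p = 0.0375, edgeR), and *PDF1.2* (AT5G44420) at least 6.02-fold higher with 12 and 22 counts (adjusted p = 0.0146, edgeR). In the same order, these genes were also higher than in WT in the libraries labelled *HRE1β* OX (adjusted p = 0.00789, 0.0115 and 0.00105, edgeR). None of them differed between the lines (adjusted p = 0.39, 0.922 and 0.75, edgeR). In the libraries labelled *HRE1β* OX, seed genes were among the highest by the same ranking. *CRA1* (AT5G44120), which encodes a seed storage protein, was counted 716 and 281 times against 0 in both WT libraries and was at least 171-fold higher (adjusted p = 0.0426, edgeR). In the fit of only these libraries and WT it did not pass (adjusted p = 0.194, edgeR, with a range from 8.5e-13 to 0.23 over its alternatives). *PER1* (AT1G48130) was at least 33.7-fold higher with 135 and 62 counts (adjusted p = 5.0e-06, edgeR). Over 12 seed genes with enough counts, the median log2 ratio of replicate 1 to replicate 2 was 1.44. It was 0.0536 over 707 other genes higher in these libraries, of which 5.66% had a log2 ratio over 1. The ratio keeps its sign, so a small median shows no common direction and not that the replicates were close.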

The results showed that 85 and 470 genes were upregulated in *HRE1α* OXs and *HRE1β* OXs, respectively (Figure 9a). 

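Among the genes above, 115 were past 2-fold and an unadjusted p under 0.05 in both lines, and 39 with an adjusted p under 0.05. Because both lines were compared with the same WT libraries, part of this overlap follows from the design. Past the unadjusted threshold, 88 genes were higher only in *HRE1α* OXs and 801 only in the libraries labelled *HRE1β* OX. When the lines were compared directly by edgeR's quasi-likelihood test, 18 of the 88 genes and 487 of the 801 genes differed between the lines at an adjusted p under 0.05. Of the 801 genes, 603 were also higher in *HRE1α* OXs than in WT, without passing the threshold there.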

Among these, 26 genes were upregulated in both the *HRE1α* OXs and *HRE1β* OXs (Figure 9a). In contrast, 69 and 282 genes were downregulated in *HRE1α* OXs and *HRE1β* OXs, respectively (Figure 9b). 

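In the deposited counts, 176 genes were lower than in WT in *HRE1α* OXs and 458 in the libraries labelled *HRE1β* OX at 2-fold and an unadjusted p under 0.05 (edgeR's quasi-likelihood test). With an adjusted p under 0.05, 54 and 351 genes were lower, with median log2 fold changes of −1.31 and −1.35. *HEI10* (AT1G53490), on chromosome 1 from 19963267 to 19966952, fell from 43.6 ± 3.91 CPM (SD, n = 2) in WT to 1.65 ± 0.2 CPM in *HRE1α* OXs and 1.86 ± 0.0223 CPM in the libraries labelled *HRE1β* OX. Its log2 fold changes were −4.72 (standard error 0.175, adjusted p = 1.4e-15, edgeR) and −4.55 (standard error 0.171, adjusted p = 9.1e-16, edgeR). *MRD1* (AT1G53480) lies from 19963047 to 19964712 on the opposite strand and shares 1446 bases with *HEI10*. Its log2 fold changes were −5.89 (standard error 0.397, adjusted p = 0.00292, edgeR) and −6.29 (standard error 0.41, adjusted p = 0.000436, edgeR). AT1G07887 overlaps *MRD1* and its counts were nearly the same as those of *MRD1*, so the pair cannot be told apart. *AT4G18450* was counted 14 and 15 times in WT and 1 and 0 times in the libraries labelled *HRE1β* OX, at least 4.82-fold lower (adjusted p = 0.00675, edgeR).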

Among these, 32 genes were downregulated in both the *HRE1α* OXs and *HRE1β* OXs (Figure 9b). 

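At 2-fold and an unadjusted p under 0.05, 72 genes were lower than in WT in both lines, and 36 with an adjusted p under 0.05. Another 104 genes were lower only in *HRE1α* OXs and 386 only in the libraries labelled *HRE1β* OX. In the direct comparison of the lines by edgeR's quasi-likelihood test, 25 of the 104 and 218 of the 386 differed at an adjusted p under 0.05. Of the 386 genes, 340 were below WT in *HRE1α* OXs as well, part of which follows from the WT libraries that both comparisons share.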

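Without a limit on the fold, 726 genes differed from WT in *HRE1α* OXs at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 361 of them higher and 365 lower. The number was 5026 in the libraries labelled *HRE1β* OX, with 2516 genes higher and 2510 lower.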

The distribution of these differentially regulated genes is shown using volcano plots (Figure 9c,d). These results indicated that HRE1α and HRE1β could differentially transactivate downstream genes, and HRE1β could transactivate more genes than HRE1α.

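Compared directly with *HRE1α* OXs, the libraries labelled *HRE1β* OX had 526 genes higher and 169 genes lower at 2-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test), and 743 and 262 genes at the unadjusted p. Genes higher than in WT made up 53.6% of the genes changed in *HRE1α* OXs and 66.7% of those changed in the libraries labelled *HRE1β* OX at the unadjusted threshold. In the same order, the shares were 51.1% and 55.4% under the equal-variance test on quantile-normalized log2(CPM + 1). With log2(CPM + 0.1), chosen after seeing the data, they were 49.1% and 54.1%. Upper-quartile factors gave 56.8% and 70.8%. Each of the 4 libraries of a comparison was left out in turn. Of the genes higher in *HRE1α* OXs, between 160 and 183 still had a 2-fold change. For the libraries labelled *HRE1β* OX the number was between 786 and 838. The genes had been called with the same libraries and no test was redone. These numbers could therefore only fall, and they show no independent stability. In the libraries labelled *HRE1β* OX the *HRE1* count was not above WT, while the paper's quantitative RT-PCR shows *HRE1β* higher in *HRE1β* OXs. Counts near the 3′ end may miss transcripts of a transgene, which could not be decided here. From its own numbers of changed genes, the paper proposes that HRE1α and HRE1β could differ in the genes they transactivate. It also proposes that HRE1β could act on more of them.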

To validate the RNA-Seq results, we analyzed the expression of the genes upregulated in *HRE1α* OXs and/or *HRE1β* OXs. First, we confirmed that the expression of *HRE1α* and *HRE1β* was upregulated in the *HRE1α* OXs and *HRE1β* OXs, respectively (Figure 10a,b). We selected the upregulated genes, namely, *WRKY46*, *BBX16*/*EIP6*, At2g46670, *ASG4*, *AGP30*, and *BBE8*, in *HRE1α* OXs and/or *HRE1β* OXs from the RNA-Seq analysis results (Tables S3 and S4) for use in expression analysis. 

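In the RNA-Seq counts, *WRKY46* (AT2G46400, chromosome 2) was measured at 0.351 ± 0.0412 CPM (SD, n = 2) in WT, with 9 and 11 counts, at 1.29 ± 0.188 CPM in *HRE1α* OXs and at 1.87 ± 0.0954 CPM in the libraries labelled *HRE1β* OX. Its log2 fold changes were 1.87 (standard error 0.52, adjusted p = 0.0453, edgeR's quasi-likelihood test) and 2.40 (standard error 0.509, adjusted p = 0.000982, edgeR). The first did not pass in the fit of only WT and *HRE1α* OX (adjusted p = 0.114, edgeR, with a range from 0.0227 to 0.498 over the alternatives). *BBX16* (AT1G73870) rose from 15.4 ± 2.63 CPM in WT to 50.4 ± 1.4 and 57.5 ± 7.52 CPM, with log2 fold changes of 1.71 (adjusted p = 2.7e-09, edgeR) and 1.90 (adjusted p = 3.7e-11, edgeR). In the annotation, *EIP6* is a name of *BBX32* (AT3G21150), and the primers for *BBX16*/*EIP6* match the genome exactly only there, on chromosome 3 from 7412904 to 7413016. *BBX32* had log2 fold changes of 2.51 (adjusted p = 0.0147, edgeR) in *HRE1α* OXs and 2.18 (adjusted p = 0.00573, edgeR) in the libraries labelled *HRE1β* OX, although its WT replicates were apart, at 40 and 116 counts.
At2g46670 (AT2G46670) rose from 1.18 ± 0.0534 CPM in WT to 8.09 ± 0.615 CPM in *HRE1α* OXs and 2.4 ± 0.178 CPM in the libraries labelled *HRE1β* OX. Its primers match both AT2G46670 and *PRR9* (AT2G46790) exactly, and the authors counted multiple alignments, so the same reads can be counted on both genes. *ASG4* (AT1G01520, also *RVE3*) rose from 1.5 ± 0.161 CPM in WT to 6.08 ± 0.823 CPM and 2.89 ± 0.324 CPM. *AGP30* (AT2G33790) rose from 4.55 ± 1.06 CPM to 8.91 ± 0.222 CPM in *HRE1α* OXs and 47.4 ± 9.28 CPM in the libraries labelled *HRE1β* OX. *BBE8* (AT1G30700) rose from 2.23 ± 0.129 CPM to 4.02 ± 0.426 CPM and 15.4 ± 0.271 CPM.

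**Figure D1:**
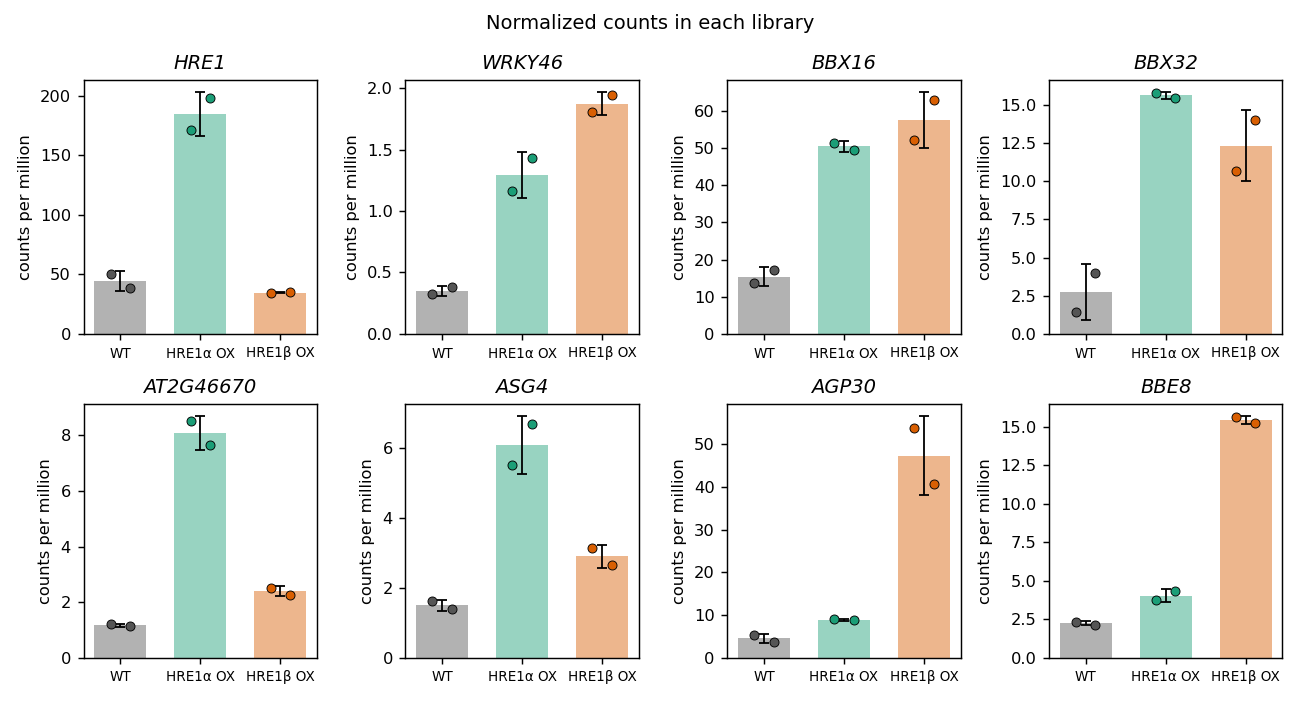
RNA-Seq levels (CPM) of *HRE1*, *WRKY46*, *BBX16*, *BBX32*, AT2G46670, *ASG4*, *AGP30* and *BBE8* in the libraries of WT, *HRE1α* OX and *HRE1β* OX. Points are single libraries, bars are means and error bars are SDs (n = 2). *HRE1* is at 185 CPM in *HRE1α* OX and at 34.6 CPM in the libraries labelled *HRE1β* OX, below the 44.3 CPM of WT.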

The results showed that *WRKY46* and *BBX16*/*EIP6*, which were upregulated in both the *HRE1α* OXs and *HRE1β* OXs, had higher expression levels in both the *HRE1α* OXs and *HRE1β* OXs than in the WT plants (Figure 10c,d). Expression levels of At2g46670 and *ASG4*, which were upregulated only in *HRE1α* OXs, were confirmed to be higher in *HRE1α* OXs than in WT plants; no significant difference in their expression was detected between *HRE1β* OXs and WT plants (Figure 10e,f). The expression levels of *AGP30* and *BBE8*, which were upregulated in *HRE1β* OXs, were higher in *HRE1β* OXs than in WT plants; no significant difference in the expression levels of these genes was detected between *HRE1α* OXs and WT plants (Figure 10g,h). These results were consistent with the RNA-Seq results.

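In the RNA-Seq counts, the log2 fold change of AT2G46670 against WT was 2.77 (adjusted p = 4.3e-07, edgeR's quasi-likelihood test) in *HRE1α* OXs and 1.02 (adjusted p = 0.0128, edgeR) in the libraries labelled *HRE1β* OX. That of *ASG4* (also *RVE3*) was 2.02 (adjusted p = 5.8e-05, edgeR) and 0.95 (adjusted p = 0.0208, edgeR). *AGP30* had log2 fold changes of 0.97 (adjusted p = 0.00158, edgeR) in *HRE1α* OXs and 3.38 (adjusted p = 6.9e-13, edgeR) in the libraries labelled *HRE1β* OX, and *BBE8* of 0.85 (adjusted p = 0.0287, edgeR) and 2.79 (adjusted p = 2.3e-10, edgeR). When only the line and WT were fitted, AT2G46670 and *ASG4* in the libraries labelled *HRE1β* OX and *BBE8* in *HRE1α* OXs no longer passed, with adjusted p of 0.067, 0.0621 and 0.166 (edgeR). Over the alternatives these ranged from 0.00703 to 0.193, from 0.0156 to 0.215 and from 0.0111 to 0.519. In the libraries labelled *HRE1β* OX compared directly with *HRE1α* OXs, AT2G46670 was lower by a log2 fold change of −1.76 (adjusted p = 2.5e-05, edgeR) and *ASG4* by −1.07 (adjusted p = 0.00622, edgeR). *AGP30* was higher by 2.41 (adjusted p = 1.7e-10, edgeR) and *BBE8* by 1.94 (adjusted p = 9.6e-08, edgeR). *WRKY46* and *BBX16* did not differ between the lines, with log2 fold changes of 0.53 (adjusted p = 0.487, edgeR) and 0.19 (adjusted p = 0.289, edgeR).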

Gene ontology (GO) analysis is useful to predict the biological and molecular processes altered by changes in gene expression patterns. We further analyzed the biological process GO annotation categories of the differentially expressed genes (DEGs) in *HRE1α* OXs and *HRE1β* OXs to reveal their biological functions. 

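Among the morning genes of the circadian clock, *PRR9* (AT2G46790), *LNK1* (AT5G64170) and *ASG4* (AT1G01520, also *RVE3*) were past 2-fold and an adjusted p under 0.05 in *HRE1α* OXs. *PRR9* had log2 fold changes of 3.09 (standard error 0.261, adjusted p = 2.4e-08, edgeR's quasi-likelihood test) in *HRE1α* OXs and 1.45 (standard error 0.273, adjusted p = 0.000272, edgeR) in the libraries labelled *HRE1β* OX, and *LNK1* of 1.07 (adjusted p = 8.0e-06, edgeR) and 0.53 (adjusted p = 0.00359, edgeR). The list of 14 morning genes, set before the data were examined, had a median log2 fold change of 0.21 in *HRE1α* OXs (11 genes higher and 3 lower, camera adjusted p = 2.7e-09) and −0.30 in the libraries labelled *HRE1β* OX (4 higher and 10 lower, camera adjusted p = 0.0309). In *HRE1α* OXs, 3 genes passed when p was adjusted over the list alone, as over all genes. Tables S3 and S4 list genes called higher in the same libraries, so leaving out their members weakens a rise and strengthens a fall. Without them the camera adjusted p was 0.067 in *HRE1α* OXs and 0.000302 in the libraries labelled *HRE1β* OX. For the whole list under fry, a rotation test, the adjusted p was 0.0184 and 0.0606. Reads of *PRR9* can also be counted on AT2G46670. The GO analysis itself was not repeated here.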

The genes upregulated in *HRE1α* OXs, but not in *HRE1β* OXs, were enriched in the regulation of biological processes such as flower development, shoot system development, circadian rhythm, gene expression regulation, response to gibberellin, nitrogen compound metabolic process, and aromatic compound biosynthetic process (Table 1). However, the genes upregulated in *HRE1β* OXs, but not in *HRE1α* OXs, were enriched in the regulation of the following processes: response to toxic substance, secondary metabolic process, response to biotic stimulus, glutathione metabolic process, response to reactive oxygen species, cell wall organization, DNA replication, response to salicylic acid, lipid localization, response to oxidative stress, carbohydrate metabolic process, photosynthesis, mitotic cell cycle process, response to osmotic stress, and response to abscisic acid (Table 2). These results suggested that HRE1α and HRE1β might transactivate genes in different downstream pathways. 

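Of 46 tested glutathione S-transferase genes, 11 were higher and 1 was lower than in WT in the libraries labelled *HRE1β* OX at 2-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test), against 0 in *HRE1α* OXs, where 0 also passed at the unadjusted p. The corresponding numbers for 54 UDP-glucosyltransferase genes were 10 higher and 2 lower, and in *HRE1α* OXs 0, with 1 higher and 1 lower at the unadjusted p. Among 167 cytochrome P450 genes, 12 were higher and 0 lower in the libraries labelled *HRE1β* OX (16 and 3 at the unadjusted p), and 1 was higher in *HRE1α* OXs.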

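With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 21 genes were past 2-fold only in *HRE1α* OXs and 676 only in the libraries labelled *HRE1β* OX. A gene past the threshold in 1 line alone need not differ between the lines. When the difference itself was tested, 13 of the 21 genes and 472 of the 676 genes had an adjusted p under 0.05. Of the 676 genes, 518 were also above WT in *HRE1α* OXs, part of which follows from the shared WT libraries.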

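B-box (*BBX*) genes, several of which respond to light, were among the genes changed in both lines. Of 27 tested *BBX* genes, 4 were higher and 1 was lower than in WT in *HRE1α* OXs, and 4 were higher and 2 were lower in the libraries labelled *HRE1β* OX, at 2-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test). In the direct comparison of the lines 0 of them differed at that threshold, and 0 at the unadjusted p. The genes for both lines were compared with the same WT libraries.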

The genes upregulated in both *HRE1α* OXs and *HRE1β* OXs were enriched in biological processes involved in response to abiotic stimulus, response to light stimulus, response to endogenous stimulus, response to oxygen-containing compound, and response to lipid (Table 1 and Table 2), indicating that both *HRE1α* and *HRE1β* might be involved in abiotic stress responses.

We further analyzed the downregulated genes in the *HRE1α* OXs and *HRE1β* OXs. Genes downregulated in *HRE1α* OXs, but not in *HRE1β* OXs, were enriched in the regulation of biological processes, such as response to salicylic acid, response to jasmonic acid, cellular response to acid chemical, proteasomal protein catabolic process, response to lipid, response to nitrogen compound, and regulation of macromolecule biosynthetic process (Table 3). However, genes downregulated in *HRE1β* OXs, but not in *HRE1α* OXs, were enriched in the regulation of biological processes such as response to abiotic stimulus, plant-type cell wall organization, phosphorelay signal transduction system, response to radiation, response to brassinosteroid, hydrogen peroxide catabolic process, and cellular response to ethylene stimulus (Table 4). 

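With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 18 genes were lower by 2-fold only in *HRE1α* OXs, and 5 of these differed between the lines when the difference itself was tested.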

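Of 29 tested xyloglucan endotransglucosylase/hydrolase genes, whose products act on the cell wall, 6 were lower and 2 were higher than in WT in the libraries labelled *HRE1β* OX at 2-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test). Their median log2 fold change was −0.35. In *HRE1α* OXs 0 of them passed, at the adjusted and at the unadjusted p, and their median log2 fold change was −0.02. Compared directly, 5 of these genes were lower and 1 was higher in the libraries labelled *HRE1β* OX than in *HRE1α* OXs. Of 15 tested response regulator genes (*ARR*), 1 was higher and 0 were lower in each line at the adjusted p, while 1 was lower in the libraries labelled *HRE1β* OX and 0 in *HRE1α* OXs at the unadjusted p.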

The genes downregulated in both OXs were enriched in biological processes involved in response to endogenous stimulus, response to organic substance, response to hormone, response to oxygen-containing compound, and regulation of transcription (Table 3 and Table 4). These results indicated that HRE1α and HRE1β might be involved in both similar and different signal transduction pathways.

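Past the adjusted threshold of edgeR's quasi-likelihood test, 315 genes were lower only in the libraries labelled *HRE1β* OX. Of these, 212 differed between the lines at an adjusted p under 0.05, and 284 were also below WT in *HRE1α* OXs. The same WT libraries served both comparisons, so part of this shared direction follows from the design.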

### 2.10. Analysis of Genes Downstream of HRE1α and HRE1β in the Hypoxia Response

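In the deposited counts, each of the 85 genes of Table S3 and each of the 470 genes of Table S4 had a change above 2-fold in the line for which it is listed. By edgeR's quasi-likelihood test, 76 of the genes in Table S3 passed at an unadjusted p under 0.05, 44 at a p adjusted over all tested genes and 70 at a p adjusted over the table alone. In Table S4, 443, 404 and 441 genes passed in the same order. The tables were chosen from these same libraries, so these numbers show no independent stability. Spearman's rho across genes between the fold changes from the counts and those of the paper was 0.994 for Table S3 and 0.998 for Table S4.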

To characterize the regulation of responses to hypoxia by *HRE1α* and *HRE1β*, the expression of the 85 upregulated genes in *HRE1α* OXs and the 470 upregulated genes in *HRE1β* OXs under hypoxic conditions was analyzed using Genevestigator. Two anoxia experiments and eight hypoxia experiments were used for this analysis. Among the 85 genes upregulated in *HRE1α* OXs, the expression of four genes, namely, *APRR9*, *WRKY46*, *CNGC12*, and *RAB18*, increased under conditions of anoxia and hypoxia (Figure S4). 

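*PRR9* (*APRR9*) and *WRKY46* are given with the genes above. *CNGC12* (AT2G46450), a cyclic nucleotide-gated channel gene, rose from 16.6 ± 2.18 CPM (SD, n = 2) in WT to 48.5 ± 0.628 CPM in *HRE1α* OXs and 44.2 ± 2.78 CPM in the libraries labelled *HRE1β* OX. Its log2 fold changes were 1.54 (standard error 0.113, adjusted p = 2.3e-09, edgeR's quasi-likelihood test) and 1.41 (standard error 0.113, adjusted p = 8.3e-10, edgeR). *RAB18* rose from 1.92 ± 0.121 CPM to 5.21 ± 0.0213 CPM in *HRE1α* OXs and 5.34 ± 2.99 CPM in the libraries labelled *HRE1β* OX, where its replicates were counted 198 and 98 times. Its log2 fold changes were 1.44 (standard error 0.324, adjusted p = 0.0116, edgeR) and 1.47 (standard error 0.323, adjusted p = 0.0018, edgeR). Neither gene differed between the lines (adjusted p = 0.455 and 0.973, edgeR). On chromosome 2, *WRKY46*, *CNGC12*, AT2G46670 and *PRR9* lie within 191.8 kb. The seedlings sequenced here were not treated with hypoxia.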

Among the 470 upregulated genes in *HRE1β* OXs, the expression of 65 genes, including *HSP17.6*, *CYP81D11*, *UGT73B*, *SAP12*, *ZAT12*, *GSTU1*, and *ANAC032*, increased under conditions of anoxia and hypoxia (Figure S5). 

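The 65 genes of Figure S5 had a median log2 fold change of 1.45 in the libraries labelled *HRE1β* OX, where 64 were higher than in WT, and of 0.36 in *HRE1α* OXs, where 55 were higher. By edgeR's quasi-likelihood test at 2-fold, 63 passed an adjusted p under 0.05 in the libraries labelled *HRE1β* OX and 3 in *HRE1α* OXs. With p adjusted over the list alone, 64 and 5 passed, although the genes were selected from these libraries. *CYP81D11* (AT3G28740) rose from 4.98 ± 0.891 CPM (SD, n = 2) to 44.2 ± 1.26 CPM, a log2 fold change of 3.15 (standard error 0.147, adjusted p = 4.0e-14, edgeR). *UGT73B4* had a log2 fold change of 2.77 (standard error 0.483, adjusted p = 0.036, edgeR), with 361 and 145 counts in WT. It did not pass without a low-count filter (adjusted p = 0.0585, edgeR) or with only these libraries and WT in the fit (adjusted p = 0.0963, edgeR), and its adjusted p ranged from 2.6e-06 to 0.26 over the alternatives. *UGT73B5* and *UGT73B2* had 1.87 (adjusted p = 5.8e-08, edgeR) and 1.39 (adjusted p = 1.4e-07, edgeR). *SAP12* had 2.30 (adjusted p = 0.00125, edgeR), *ZAT12* 1.78 (adjusted p = 6.0e-06, edgeR), *GSTU1* 1.56 (adjusted p = 4.7e-07, edgeR) and *ANAC032* 1.32 (adjusted p = 1.3e-06, edgeR). *HSP17.6C* was counted 17 and 20 times in the libraries labelled *HRE1β* OX against 2 and 0 in WT, at least 6.15-fold higher (adjusted p = 0.0133, edgeR), and *HSP17.6B* had a log2 fold change of 1.29 (adjusted p = 0.000118, edgeR).

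**Figure D2:**
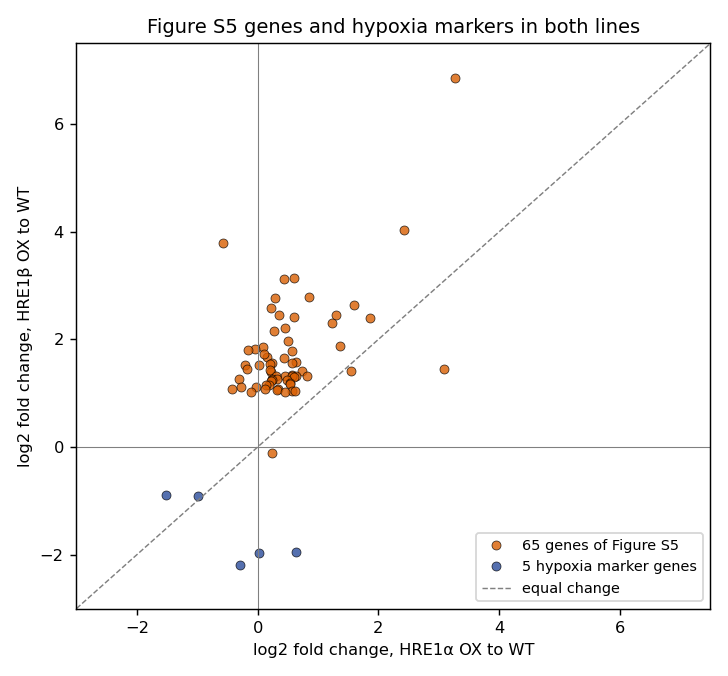
Log2 fold change against WT in *HRE1α* OX and in the libraries labelled *HRE1β* OX for the 65 genes of Figure S5 and for the 5 hypoxia marker genes of Figures S4 and S5 (n = 2 libraries per group). Of the 65 genes, 62 are higher in the libraries labelled *HRE1β* OX than in *HRE1α* OX, and the 5 marker genes lie between −2.19 and −0.88 in the libraries labelled *HRE1β* OX. The 65 genes were selected from these same libraries, so part of their difference follows from the selection.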

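By their annotation, the genes of Figures S4 and S5 include 7 glutathione S-transferase genes (*GSTF6*, *ERD9*, *GSTU24*, *GSTU25*, *GSTU7*, *GSTU2* and *GSTU1*), with log2 fold changes between 1.25 and 2.45 in the libraries labelled *HRE1β* OX. They include 5 UDP-glucosyltransferase genes (*UGT75B1*, *UGT73B5*, *UGT73B4*, *UGT76B1* and *UGT73B2*), between 1.02 and 2.77. The 4 cytochrome P450 genes (*CYP72A8*, *CYP81D11*, *CYP94B3* and *CYP702A2*) lay between 1.34 and 3.15, and the 4 WRKY genes (*WRKY6*, *WRKY46*, *WRKY70* and *WRKY75*) between 1.07 and 2.40.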

The four genes in *HRE1α* OXs and 65 genes in *HRE1β* OXs corresponded to 66 individual genes, which included seven glutathione S-transferase (GST) genes, four UDP-glucosyltransferase (UGT) genes, four cytochrome P450 (CYP) genes, and four WRKY genes (Figures S4 and S5). These results suggested that these genes could be involved in responses to hypoxia mediated by *HRE1α* and/or *HRE1β*, and that HRE1β could transactivate more hypoxia-responsive genes than HRE1α.

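When the lines were compared directly, the 65 genes of Figure S5 had a median log2 fold change of 1.13 in the libraries labelled *HRE1β* OX against *HRE1α* OXs. At 2-fold and an adjusted p under 0.05 (edgeR's quasi-likelihood test), 33 of them were higher and 1 was lower. The paper took these genes from those upregulated in the same *HRE1β* OX libraries. Part of this difference therefore follows from the selection, and it is no independent evidence. Of the 4 genes of Figure S4, each was past the same threshold against WT in both lines, and 1 was lower in the libraries labelled *HRE1β* OX than in *HRE1α* OXs.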

## 3. Discussion

Alternative splicing of pre-mRNAs allows organisms to increase their coding potential and is one of various stress response mechanisms in plants [18]. HRE1 is an *Arabidopsis* AP2/ERF transcription factor, and its gene has two alternative splicing variants, *HRE1α* and *HRE1β* [33]; both are involved in the response to hypoxia in *Arabidopsis* [33,34]. However, their functions have not yet been compared and studied. In this study, we describe the differences between the functions of *HRE1α* and *HRE1β* in the hypoxia response and root development of *Arabidopsis*.

Our results showed that both *HRE1α* and *HRE1β* are involved in hypoxia response and root development. RT-PCR analysis results showed that the expression of both *HRE1α* and *HRE1β* increased under hypoxia conditions (Figure 2a and Figure S1). *HRE1β* was expressed at significantly higher levels than *HRE1α* under hypoxia (Figure 2a and Figure S1), indicating that *HRE1β* might have a more important role than *HRE1α* in the hypoxia response. In addition, both *HRE1α* and *HRE1β* showed higher expression levels in the roots than in the shoots (Figure 2d), and the primary root length in both OXs was greater than that of the WT seedlings (Figure 2e,f). *HRE1α* showed higher expression levels in the roots than *HRE1β* (Figure 2d), implying that *HRE1α* plays more important roles than *HRE1β* in root development although both *HRE1α* and *HRE1β* are involved in root development.

BLASTP and multiple alignment analyses of HRE1 orthologs showed highly conserved sequences in the N-terminal region of HRE1β, but not of HRE1α (Figure 1c), demonstrating that *HRE1α* might have evolved after *Arabidopsis* diverged from related plant species. In addition, comparison of protein sequences showed that HRE1α and HRE1β share the same amino acid sequences in their AP2/ERF domain and C-terminal regions, whereas they have distinct N-terminal sequences (Figure 1). While HRE1β has N-degron pathway-targeted sequences, HRE1α does not (Figure 1) [35]. This result suggests that HRE1α might not be a target of the N-degron pathway, therefore, HRE1α might be more stable than HRE1β as it is protected from N-degron targeted protein degradation under normal conditions.

The well conserved transactivation motifs have been identified in transcription factors in plants. AHA motif present in HD-Zip I family proteins, such as AtHB1, AtHB7, AtBH12, and AtHB13, has transactivation activity [40]. EELR motif functions as a transactivation motif in a CCCH zinc finger protein, OsLIC [41]. In AP2/ERF transcription factor family proteins, transactivation motifs are not well identified, yet, except LWSY motif and EDLL motif [8,42]. In this study, we identified three novel transactivation motifs in AP2/ERF transcription factors, HRE1α and HRE1β. HRE1α was previously identified to be a transcriptional activator, and its C-terminal region plays an important role in its transactivation activity [33]; however, the motif in the C-terminal region responsible for this was not previously identified. In this study, we confirmed that both HRE1β and HRE1α show transactivation activity (Figure 3 and Figure 7 and Figure S3a), having the same amino acid sequences in their AP2/ERF domain and C-terminal region (Figure 1b,c). Further analysis of the C-terminal region showed that two motifs, the EELL and LWSY-like motifs, are responsible for the transactivation activity of HRE1α/HRE1β (Figure 5 and Figure 6 and Figure S3c,d). Specifically, all four E residues in the EELL motif play major roles (Figure 6b,c and Figure S3d). The LWSY-like motif consists of MGLWS amino acids, similar to the LWSY motif (Figure 5a). The LWSY motif has been identified in several ERF and DREB/CBF proteins, such as RAP2.12 and RAP2.2, which are members of group VII of the ERF subfamily. Both RAP2.12 and RAP2.2 contain an LWSY motif at the end of their C-terminal region, and the LWSY motif in RAP2.12 and RAP2.2 plays an important role in their transactivation activity [8]. The N-terminal region of HRE1β showed transactivation activity due to its VDDG motif, whereas that of HRE1α did not (Figure 3, Figure 4, and Figure 7 and Figure S3b). As HRE1β has one more motif involved in transactivation activity than HRE1α, we expected that HRE1β might show stronger transactivation activity than HRE1α. Indeed, the transactivation activity of HRE1β was stronger than that of HRE1α in *Arabidopsis* protoplasts (Figure 7), indicating that HRE1β might be more strongly involved in transcriptional regulation than HRE1α. The VDDG, EELL, and LWSY-like motifs are highly conserved among HRE1β and its orthologs (Figure 4a and Figure 5a). To our knowledge, this study is the first to propose that the VDDG, EELL, and LWSY-like motifs represent transactivation motifs.

RNA-Seq analysis using *HRE1α* OXs and *HRE1β* OXs revealed that HRE1β transactivates more downstream genes than HRE1α (Figure 9). We speculate that this differential transactivation could be caused by the stronger transactivation activity of HRE1β and the difference in overexpression levels of *HRE1α* and *HRE1β* in their OXs (Figure 7 and Figure 10). The results of this analysis showed that both splicing variants are involved in the regulation of abiotic stress responses (Table 1 and Table 2). In addition, we found that *HRE1α* regulates developmental processes and metabolism of nitrogenous and aromatic compounds, whereas *HRE1β* is involved in biotic stress responses, cell cycle regulation, carbohydrate metabolism, and photosynthesis (Table 1 and Table 2). These results suggested that both *HRE1α* and *HRE1β* might function in abiotic stress responses, while they also transactivate different downstream pathways. Although they both have the same AP2/ERF DNA-binding domain and bind to the same *cis*-acting element, the GCC box (Figure 8), we could not confirm whether the direct or the downstream target genes of HRE1α and HRE1β are the same. Recently, it was reported that RAP2.12 and RAP2.2, members of group VII of the ERF subfamily, bind to HRPE and directly transactivate *LBD41* and *PCO1* containing HRPE in their promoters whereas HRE1 (HRE1β) does not bind to HRPE [39], suggesting that downstream pathway of HRE1 would be different to that of RAP2.12 and RAP2.2.

Genevestigator analysis using genes upregulated in *HRE1α* OXs and *HRE1β* OXs showed that four genes in *HRE1α* OXs and 65 genes in *HRE1β* OXs, corresponding to 66 individual genes, were upregulated under hypoxia conditions (Figures S4 and S5). This suggested that these 66 genes might be involved in the hypoxia response of HRE1α and/or HRE1β, and also that HRE1β transactivates more hypoxia-responsive genes than HRE1α. This result, together with the higher expression of *HRE1β* under hypoxic stress, suggests that *HRE1β* plays a more important role than *HRE1α* in the hypoxia response of *Arabidopsis*.

Taken together, our study revealed that HRE1α and HRE1β, the two alternative splicing variants of HRE1, differentially transactivate downstream genes in the hypoxia response and root development of *Arabidopsis*.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

All *Arabidopsis thaliana* plants used in this study were of the Columbia ecotype. For surface-sterilization, seeds were dipped for 1 min in 70% ethanol, followed by dipping in 10 min in 1/10-diluted commercial bleach (0.4% NaOCl); then, they were washed with sterile distilled water four times. The seeds were placed in the dark for 2 days at 4 °C, and the seedlings were grown on agar plates containing salts and vitamins in half-strength MS medium [43], 2.0% sucrose, and 0.7% agar under short-day conditions (8/16 h light/dark cycles) at 22 °C. Ten-day-old seedlings were transferred to soil and grown under long-day conditions (16/8 h light/dark cycles) at 22 °C.

### 4.2. Plasmid Construction

To generate an *HRE1β*-overexpressing construct, the full-length ORF of *HRE1β* was amplified by PCR and then cloned into the *Bam*HI-*Xba*I sites in a binary vector, pFGL571 [44]. The *HRE1α* OXs used in this study are from the line employed in a previous study [33].

To generate constructs for the analysis of transactivation activity in yeast, full-length ORFs and partial fragments of *HRE1α* and *HRE1β* were amplified by PCR and cloned into the *Eco*RI-*Sal*I sites in pBD-GAL4 in frame with GAL4 BD. To generate constructs for the analysis of the transactivation activity in *Arabidopsis* protoplasts, full-length ORFs and partial fragments of *HRE1α* and *HRE1β* were fused with GAL4 BD under the control of cauliflower mosaic virus (CaMV) 35S promoter.

The primers used for cloning are listed in Table S5.

### 4.3. Plant Transformation and Selection of Transgenic Plants

The binary vectors were introduced into *Agrobacterium tumefaciens* strain GV3101 (pMP90) using the freeze–thaw method [45]. Then, *Agrobacterium*-mediated *Arabidopsis* transformation was performed using the floral-dipping method [46]. Transgenic plants were selected on MS plates containing 50 mg/L kanamycin. Homozygous plants of the T_3_ or T_4_ generation were used in this study.

### 4.4. Stress Treatments

For hypoxia treatment, prior to RT-PCR analysis, 10-day-old WT seedlings on MS plates were transferred to filter paper saturated with MS medium and treated with 99.99% nitrogen gas under dark conditions for 0, 1, 2, 4, and 8 h. To analyze phenotypic responses to the hypoxia treatment, 30 seeds of WT plants, *HRE1α* OXs, and *HRE1β* OXs were germinated on the same MS plates. After 7 days, the plates were placed under 99.99% nitrogen gas in the dark for 24 h and then allowed to recover for 2 weeks.

### 4.5. Root Length Measurement

The WT plants, *HRE1α* OXs, and *HRE1β* OXs were germinated on the same MS plates. After 7 days, the plants were pulled out from the MS plates and their primary root lengths were measured.

### 4.6. Yeast Transformation

To investigate transactivation activities in yeast, GAL4 BD-fusion constructs were transformed into a yeast strain, YD116, which harbored *GAL1*::*URA3* and *UAS_GAL4_*::*lacZ* as reporter genes. The yeast transformation was carried out using Frozen-EZ Yeast Transformation II™ kit (Zymo Research Corp., Irvine, CA, USA), according to the manufacturer’s instructions. Transformants were selected on synthetic minimal media lacking tryptophan (SM-Trp).

### 4.7. Transactivation Activity Analysis in Yeast

For yeast growth assay, transformants selected on SM-Trp were streaked onto SM lacking tryptophan and uracil (SM-Trp/-Ura) and incubated at 30 °C for 3–5 days.

Quantitative β-galactosidase assay using ONPG as a substrate was performed according to the methods of Miller et al. [47]. The unit of β-galactosidase activity was then calculated using the formula 1000 × OD_420_/(OD_600_ × assay time in min × assay volume in mL).

For β-galactosidase filter assay, the transformants on SM-Trp were analyzed using 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside as a substrate. The β-galactosidase filter assay was performed according to the Clontech Yeast Protocols Handbook (Clontech Laboratories, Inc., Mountain View, CA, USA). Reactions were carried out for 6 h.

### 4.8. Protoplast Transformation

*Arabidopsis* protoplast isolation and polyethylene glycol-mediated transformation was performed according to the method described by Yoo et al. [48]. The effector plasmid and reporter plasmid were transformed into *Arabidopsis* protoplasts. A reference plasmid was also cotransformed with these for the normalization of the transformation efficiency. In the transactivation activity analysis, GAL4 BD-fusion constructs under the control of CaMV 35S promoter and firefly luciferase gene under the control of 4× UAS_GAL4_ were used for the effector plasmid and reporter plasmid, respectively. Full-length ORFs of *HRE1α* and *HRE1β* under the control of CaMV 35S promoter and firefly luciferase ORF under the control of 4× GCC box were used for the effector plasmid and reporter plasmid, respectively. Nano luciferase gene under the control of CaMV 35S promoter was used for the reference plasmid.

### 4.9. Dual-Luciferase Assay

Luciferase activity was quantified using the Nano-Glo^®^ Dual-Luciferase^®^ Reporter Assay System (Promega Corp., Madison, WI, USA) and GloMax^®^-Multi Detection System (Promega Corp., Madison, WI, USA), according to the manufacturer’s instructions.

### 4.10. RNA Isolation, cDNA Synthesis, Semi-Quantitative RT-PCR, and Quantitative RT-PCR

Total RNA was isolated using an RNAqueous Kit (Invitrogen, Carlsbad, CA, USA) with Plant RNA Isolation Aid (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s instructions. Next, 2 μg of total RNA was reverse-transcribed in a total reaction volume of 25 μL; the reaction mixture contained 0.5 μg of oligo-dT primer, 0.5 mM dNTP, 5 μL of 5× reaction buffer, and 200 U of Moloney murine leukemia virus reverse transcriptase (Promega Corp., Madison, WI, USA).

Quantitative RT-PCR was performed in reaction volume of 20 μL; the reaction mixture contained 0.4 μL of cDNA, 10 μL of 2× Power SYBR Green PCR Master mix (Applied Biosystems, Foster, CA, USA), and 0.25 μM gene-specific primers using QuantStudio™ 3 real-time PCR system (Applied Biosystems, Foster, CA, USA). QuantStudio™ Design and Analysis software v.1.4.3 (Applied Biosystems, Foster, CA, USA) was used for the analysis of real-time DNA amplification. The amounts of the target genes expressed were normalized to the expression levels of *GAPc*. The PCR was performed as previously described [49] and all primers used are presented in Table S1.

Semi-quantitative RT-PCR was performed in a reaction volume of 50 μL; the reaction mixture contained 1 μL of cDNA, 0.5 μM gene-specific primers, 0.5 mM of dNTP, 1 U of F-taq DNA polymerase (Solgent, Daejeon, Korea), and 5 μL of 10× reaction buffer. PCR was carried out in 30 cycles for *HRE1α* and *HRE1β* and in 23 cycles for *GAPc*. The number of PCR cycles chosen was in the linear range of the amplification reaction. *GAPc* was amplified as an internal control for the normalization of target gene expression levels. The reaction consisted of an initial denaturation step at 94 °C for 5 min, followed by repeated cycles at 94 °C for 45 s, 56 °C for 45 s, and 72 °C for 45 s, and a final step at 72 °C for 10 min. The primers used in the PCR are provided in Table S1.

### 4.11. Multiple Alignment Analysis

The conserved amino acid sequences in HRE1β and its orthologs were aligned using Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo) and then manually corrected.

### 4.12. Phylogenetic Tree

A phylogenetic tree was generated using Maximum Likelihood method in MEGA 7.0.26 software. The number on each node indicates the bootstrap value for 1000 replicates.

### 4.13. Library Preparation and Sequencing

RNA-Seq was carried out on samples from 10-day-old WT, *HRE1α* OX, and *HRE1β* OX whole seedlings. For control and test RNAs, libraries were constructed using QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Inc., Vienna, Austria), according to the manufacturer’s instructions. In brief, 500 ng of each total RNA was prepared. Then, an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end was hybridized to the RNA, and reverse transcription was performed. After degradation of the RNA template, second-strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end. The double-stranded library was purified using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library was then purified to remove all lingering PCR components. High-throughput sequencing (single-end 75 bp sequencing) was performed with NextSeq 500 (Illumina, Inc., San Diego, CA, USA).

### 4.14. Data Analysis

QuantSeq 3′ mRNA-Seq reads were aligned using Bowtie2 [50]. Bowtie2 indices were either generated from the genome assembly sequences or the representative transcript sequences for the alignment of the genome and transcriptome. The alignment file was used for assembling transcripts, estimating their abundances, and detecting the differential expression of genes. DEGs were determined based on counts from unique and multiple alignments using coverage in Bedtools [51]. The read count data were processed based on the quantile normalization method using EdgeR within R [52] and using Bioconductor [53]. Statistical analyses were performed using two samples *t*-test (equal distribution). The complete mRNA-Seq data from this publication were submitted to the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE152166. GO annotation enrichment was performed using DAVID (http://david.abcc.ncifcrf.gov/) with default parameters. Expression analysis in Genevestigator [54] was performed based on the Affymetrix *Arabidopsis* ATH1 Genome Array platform using the condition search tool “perturbations”.

## Figures and Tables

**Figure 1:**
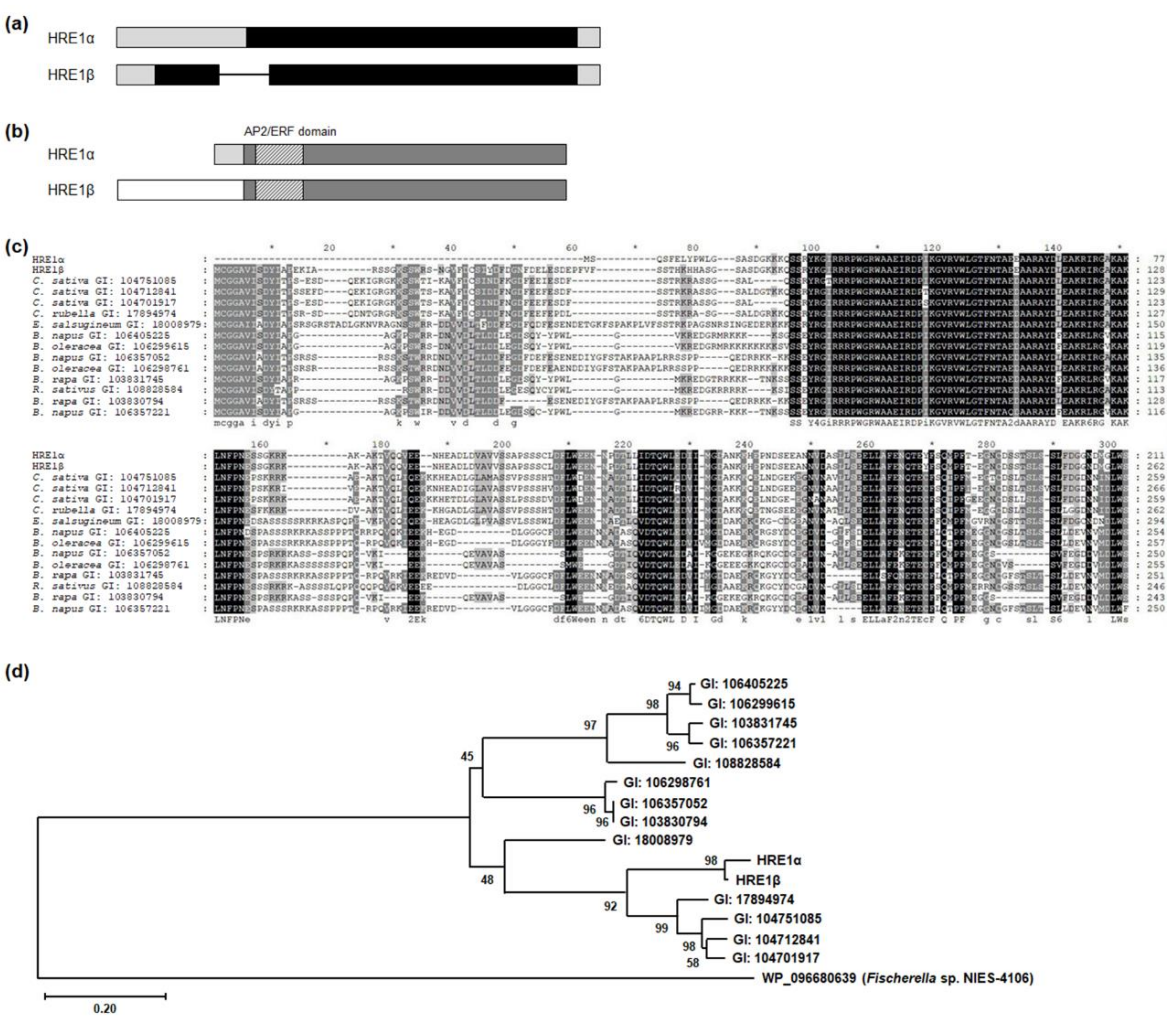
Splicing variant isoforms of HRE1. (**a**) The genomic structures of *HRE1α* and *HRE1β*. Black box, gray box, and line indicate coding region, untranslated region, and intron, respectively. (**b**) The protein domains of HRE1α and HRE1β. Dark gray box, light gray box, and white box indicate the common region of HRE1α and HRE1β, HRE1α-specific N-terminal region, and HRE1β-specific N-terminal region, respectively. Boxes with deviant crease line indicate the AP2/ERF domain. (**c**) Multiple alignment among HRE1α, HRE1β, and the orthologs of HRE1β in other plant species. Multiple alignment was performed with the amino acid sequences of the full-length ORFs of HRE1α, HRE1β, and the orthologs of HRE1β using Clustal Omega. (**d**) Phylogenetic tree of HRE1α, HRE1β, and the orthologs of HRE1β was generated with the full-length ORF. WP_096680639, an AP2 domain-containing protein from *Fischerella* sp. NIES-4109 was used as an outgroup.

**Figure 2:**
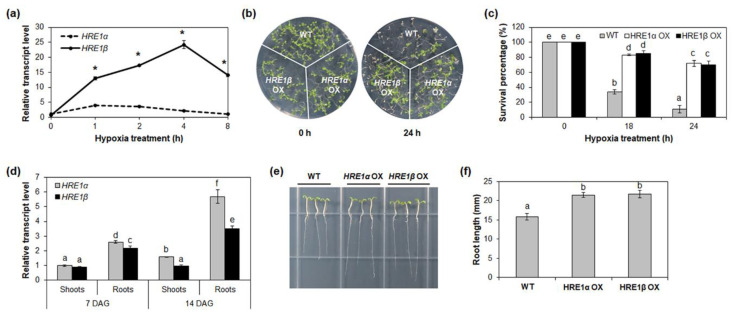
Hypoxia response and root development of *HRE1α* and *HRE1β*. (**a**) Quantitative RT-PCR analysis of *HRE1α* and *HRE1β* under hypoxia treatment for the indicated times. *GAPc* was used as an internal control. The transcript level of *HRE1α* at 0 h was set to 1. The reactions of each technical replicate were performed in triplicate. Two technical replicates were measured for each biological replicate. The data shown are the means ± S.D. (*n* = 6). Similar results were obtained from at least three biological replicates, with one shown here. * *t*-test *p* < 0.05. (**b**) Hypoxia response of *HRE1α* OXs and *HRE1β* OXs. Seven-day-old WT, *HRE1α* OXs, and *HRE1β* OXs were kept in the 99.99% nitrogen gas containing box under dark condition and then allowed to recover. (**c**) Survival percentages of WT, *HRE1α* OXs, and *HRE1β* OXs after hypoxia treatment and recovery. Thirty plants were used in each experiment. Three independent T_1_ lines of *HRE1α* OXs and *HRE1β* OXs showed very similar results, with one shown here. (**d**) Quantitative RT-PCR analysis of *HRE1α* and *HRE1β* in the shoots and roots of 7- and 14-day-old seedlings. *GAPc* was used as an internal control. The transcript level of *HRE1α* in the shoots of 7-day-old seedlings was set to 1. Reactions of each technical replicate were performed in triplicate. Two technical replicates were measured for each biological replicate. The data shown are the means ± S.D. (*n* = 6). Similar results were obtained from at least three biological replicates, with one shown here. (**e**) Primary roots of WT, *HRE1α* OXs, and *HRE1β* OXs. (**f**) The primary root length of 7-day-old WT, *HRE1α* OXs, and *HRE1β* OXs. Seven-day-old seedlings grown on MS plates under SD conditions were used. The data shown are the means ± S.D. (*n* = 15). Three independent T_1_ lines of *HRE1α* OXs and *HRE1β* OXs showed very similar results, with one shown here. In (**c**,**d**,**f**), the data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05).

**Figure 3:**
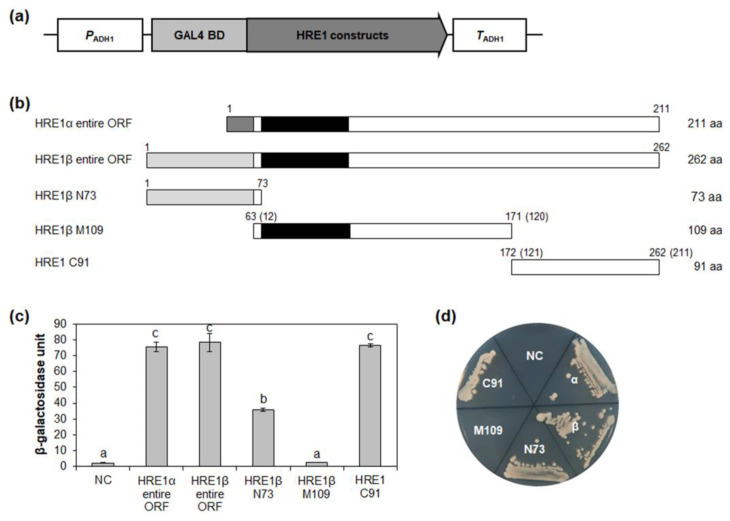
Analysis of transactivation activities of HRE1α and HRE1β. (**a**) The schematic map of the vector for analysis of transactivation activities of full-length ORFs of HRE1α and HRE1β, and truncated fragments of HRE1β in yeast. (**b**) The schematic maps of full-length ORFs of HRE1α and HRE1β, and truncated fragments of HRE1β for the analysis of transactivation activity in yeast. The numbers in parentheses represent the position in HRE1α. (**c**) Quantitative β-galactosidase ONPG assay. The transactivation activities were quantified by measuring the β-galactosidase activity in yeast extract. The experiments of each technical replicate were performed in triplicate. The data shown are the means ± S.D. (*n* = 3). Similar results were obtained from at least three biological replicates, with one shown here. The data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05). (**d**) Yeast growth assay. Yeast transformants were grown on SM-Trp/-Ura. In (**c**,**d**), pBD-GAL4 vector itself was used as a negative control.

**Figure 4:**
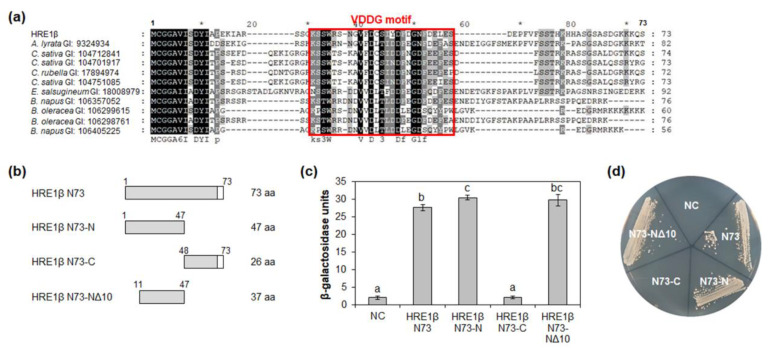
Analysis of transactivation activity of N-terminal region of HRE1β. (**a**) Multiple sequence alignment was carried out with the amino acid sequences of HRE1β N73 and corresponding regions of its orthologs using Clustal Omega. The GI number of each protein sequence is as follows: *Arabidopsis lyrata*: 9324934; *Camelina sativa*: 104712841, 104701917, 104751085; *Capsella rubella*: 17894974; *Eutrema salsugineum*: 18008979; *Brassica napus*: 106357052, 106405225; *Brassica oleracea*: 106299615, 106298761. The VDDG motif is represented as a box. (**b**) The schematic maps of HRE1β N73 and its partial fragments for the analysis of transactivation activity in yeast. (**c**) Quantitative β-galactosidase ONPG assay. The transactivation activities were quantified by measuring the β-galactosidase activity in yeast extract. The experiments of each technical replicate were performed in triplicate. The data shown are the means ± S.D. (*n* = 3). Similar results were obtained from at least three biological replicates, with one shown here. The data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05). (**d**) Yeast growth assay. Yeast transformants were grown on SM-Trp/-Ura. In (**c**,**d**), pBD-GAL4 vector itself was used as a negative control.

**Figure 5:**
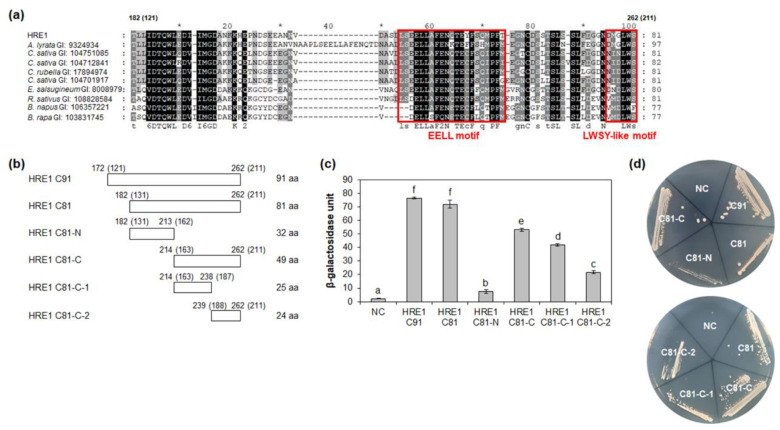
Analysis of transactivation activity of C-terminal region of HRE1β. (**a**) Multiple sequence alignment was carried out with the amino acid sequences of HRE1β C81 and corresponding regions of its orthologs using Clustal Omega. The GI number of each protein sequence is as follows: *Arabidopsis lyrata*: 9324934; *Camelina sativa*: 104751085, 104712841, 104701917; *Capsella rubella*: 17894974; *Eutrema salsugineum*: 18008979; *Raphanus sativus*: 108828584; *Brassica napus*: 106357221; *Brassica rapa*: 103831745. The EELL motif and LWSY-like motif are represented as boxes. (**b**) The schematic maps of HRE1β C91 and C81, and partial fragments of C81 for the analysis of transactivation activity in yeast. The numbers in parentheses represent the position in HRE1α. (**c**) Quantitative β-galactosidase ONPG assay. The transactivation activities were quantified by measuring the β-galactosidase activity in yeast extract. The experiments of each technical replicate were performed in triplicate. The data shown are the means ± S.D. (*n* = 3). Similar results were obtained from at least three biological replicates, with one shown here. The data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05). (**d**) Yeast growth assay. Yeast transformants were grown on SM-Trp/-Ura. In (**c**,**d**), pBD-GAL4 vector itself was used as a negative control.

**Figure 6:**
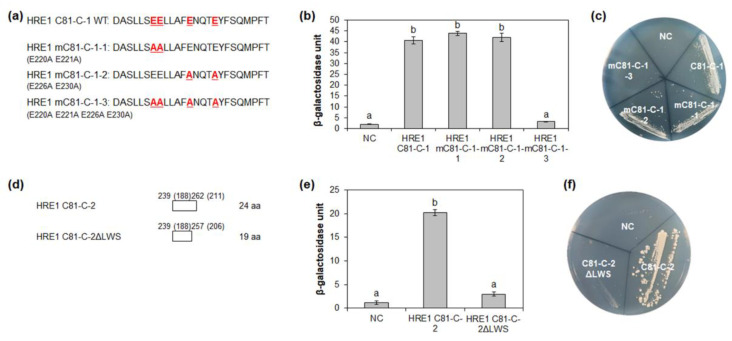
Identification of the amino acid residues responsible for transactivation activity. (**a**) The amino acid sequences of HRE1β C81-C-1 and its site-directed mutated sequences for the analysis of transactivation activity in yeast. (**b**,**e**) Quantitative β-galactosidase ONPG assay. The transactivation activities were quantified by measuring the β-galactosidase activity in yeast extract. The experiments of each technical replicate were performed in triplicate. The data shown are the means ± S.D. (*n* = 3). Similar results were obtained from at least three biological replicates, with one shown here. The data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05). (**c**,**f**) Yeast growth assay. Yeast transformants were grown on SM-Trp/-Ura. (**d**) The schematic maps of HRE1β C81-C-2 and its partial fragment for the analysis of transactivation activity in yeast. The numbers in parentheses represent the position in HRE1α. In (**b**,**c**,**e**,**f**), pBD-GAL4 vector itself was used as a negative control.

**Figure 7:**
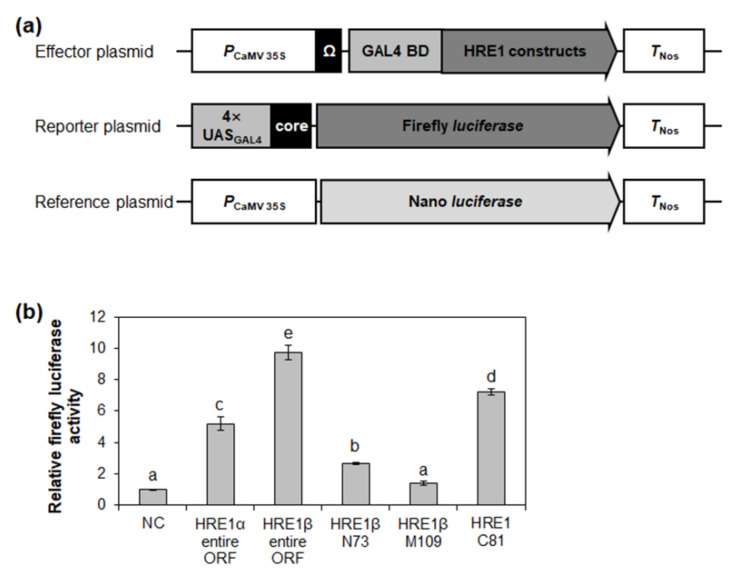
Analysis of transactivation activities of HRE1α and HRE1β. (**a**) The schematic maps of the effector plasmid, reporter plasmid, and reference plasmid for the analysis of transactivation activities of full-length ORFs of HRE1α and HRE1β, and truncated fragments of HRE1β. (**b**) The relative firefly luciferase activity in *Arabidopsis* protoplasts. The transformation efficiency was normalized with Nano luciferase activity of the reference plasmid. The normalized firefly luciferase activity of negative control was set as 1. The empty effector plasmid was used as a negative control. The data shown are the means ± S.D. (*n* = 3). The data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05).

**Figure 8:**
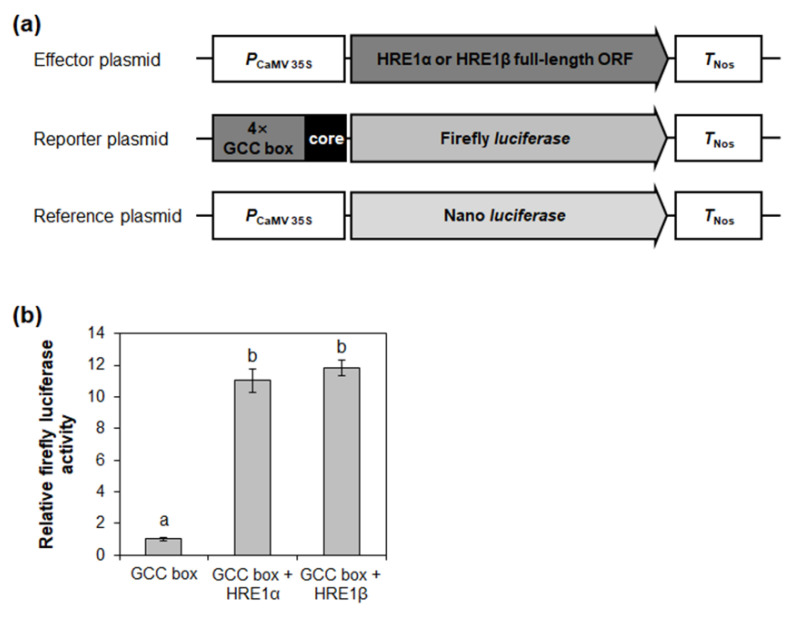
Transactivation assay of HRE1α and HRE1β via GCC box. (**a**) The schematic maps of the effector plasmid, reporter plasmid, and reference plasmid for the transactivation assay of HRE1α and HRE1β via GCC box. (**b**) The relative firefly luciferase activity in *Arabidopsis* protoplasts. The transformation efficiency was normalized with Nano luciferase activity of the reference plasmid. The normalized firefly luciferase activity of negative control was set as 1. The empty effector plasmid was used as a negative control. The data shown are means ± S.D. (*n* = 3). The data were analyzed with one-way ANOVA using Tukey’s multiple comparison test. Different letters indicate significant differences (*p* < 0.05).

**Figure 9:**
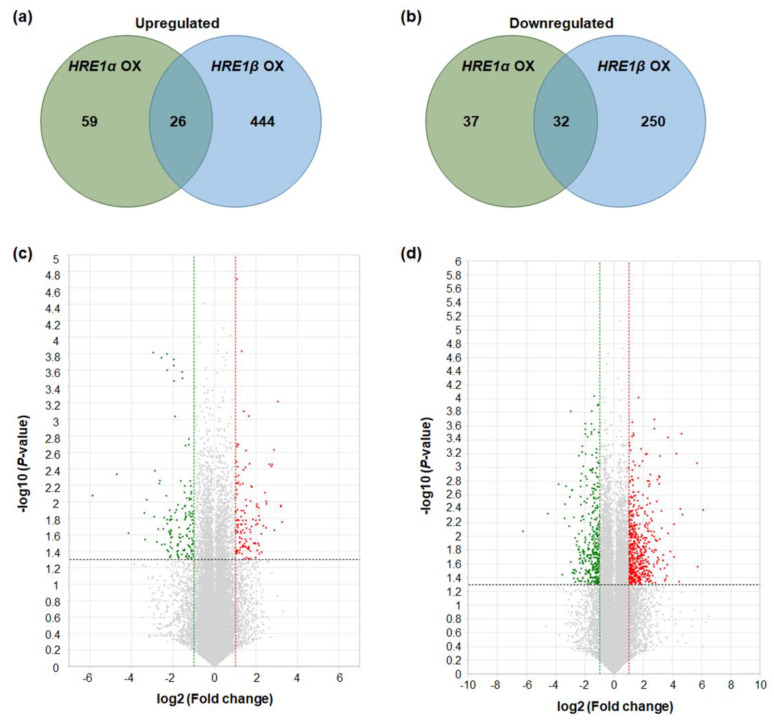
Differentially expressed genes in *HRE1α* OXs and/or *HRE1β* OXs. (**a**) The numbers of genes that were upregulated in *HRE1α* OXs and/or *HRE1β* OXs relative to those in WT plants with >2-fold differences in expression and a *p* < 0.05. (**b**) The numbers of genes that were downregulated in *HRE1α* OXs and/or *HRE1β* OXs relative to those in WT plants with >2-fold differences in expression and a *p* < 0.05. (**c**) Volcano plot of DEGs identified between WT and *HRE1α* OXs. (**d**) Volcano plot of DEGs identified between WT and *HRE1β* OXs. In (**c**) and (**d**), DEGs were selected by *p* < 0.05 and log2 ratio ≥ 1 conditions.

**Figure 10:**
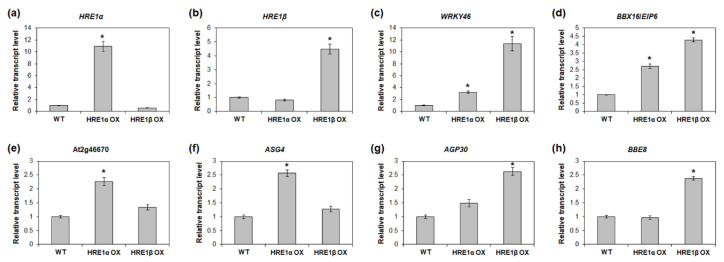
Expression analysis of downstream genes of *HRE1α* and/or *HRE1β* in *HRE1α* OXs and *HRE1β* OXs. Quantitative RT-PCR analysis of *HRE1α* (**a**), *HRE1β* (**b**), *WRKY46* (**c**), *BBX16*/*EIP6* (**d**), At2g46670 (**e**), *ASG4* (**f**), *AGP30* (**g**), and *BBE8* (**h**) in WT, *HRE1α* OX, and *HRE1β* OX seedlings. *GAPc* was used as an internal control. The transcript levels in WT were set as 1. Three independent reactions were performed for each technical replicate. Two technical replicates were performed for each biological replicate. At least two biological replicates showed similar results, with one shown here. The data shown are the means ± S.D. (*n* = 6) and * indicates *t*-test *p* < 0.05.

**Table 1:** List of GO terms of genes upregulated more than 2-fold in *HRE1α* OXs.

GO Term	Description	Number in Input List	*p*-Value
GO:0048511	Rhythmic process	5	1.14 × 10^−3^
GO:0009909	Regulation of flower development	5	1.85 × 10^−3^
GO:2000241	Regulation of reproductive process	6	1.90 × 10^−3^
GO:0009628	Response to abiotic stimulus	16	2.54 × 10^−3^
GO:0009416	Response to light stimulus	9	3.08 × 10^−3^
GO:0009314	Response to radiation	9	3.98 × 10^−3^
GO:0048831	Regulation of shoot system development	5	4.85 × 10^−3^
GO:0009639	Response to red or far red light	5	6.66 × 10^−3^
GO:0007623	Circadian rhythm	4	7.67 × 10^−3^
GO:0009719	Response to endogenous stimulus	13	1.46 × 10^−2^
GO:0009739	Response to gibberellin	4	1.49 × 10^−2^
GO:0010468	Regulation of gene expression	18	1.73 × 10^−2^
GO:0048580	Regulation of postembryonic development	5	2.43 × 10^−2^
GO:0048367	Shoot system development	8	2.94 × 10^−2^
GO:0010017	Red or far-red light signaling pathway	3	3.13 × 10^−2^
GO:0051171	Regulation of nitrogen compound metabolic process	17	3.21 × 10^−2^
GO:0071489	Cellular response to red or far red light	3	3.27 × 10^−2^
GO:0010605	Negative regulation of macromolecule metabolic process	6	3.60 × 10^−2^
GO:1901700	Response to oxygen-containing compound	11	3.64 × 10^−2^
GO:0010033	Response to organic substance	13	4.12 × 10^−2^
GO:0019438	Aromatic compound biosynthetic process	18	4.27 × 10^−2^
GO:0033993	Response to lipid	7	4.52 × 10^−2^
GO:0009892	Negative regulation of metabolic process	6	4.75 × 10^−2^
GO:2000112	Regulation of cellular macromolecule biosynthetic process	16	4.86 × 10^−2^
GO:0010556	Regulation of macromolecule biosynthetic process	16	4.99 × 10^−2^

**Table 2:** List of GO terms of genes upregulated more than 2-fold in *HRE1β* OXs.

GO Term	Description	Number in Input List	*p*-Value
GO:0009636	Response to toxic substance	17	2.52 × 10^−11^
GO:1901700	Response to oxygen-containing compound	60	8.75 × 10^−9^
GO:0019748	Secondary metabolic process	29	2.76 × 10^−7^
GO:0009404	Toxin metabolic process	10	6.78 × 10^−7^
GO:0009407	Toxin catabolic process	9	1.16 × 10^−6^
GO:0090487	Secondary metabolite catabolic process	9	1.16 × 10^−6^
GO:0001101	Response to acid chemical	43	6.89 × 10^−6^
GO:0051707	Response to another organism	44	9.27 × 10^−6^
GO:0043207	Response to external biotic stimulus	44	9.59 × 10^−6^
GO:0009607	Response to biotic stimulus	45	1.29 × 10^−5^
GO:0009605	Response to external stimulus	53	1.49 × 10^−5^
GO:0006749	Glutathione metabolic process	9	2.63 × 10^−5^
GO:0034614	Cellular response to reactive oxygen species	8	2.78 × 10^−5^
GO:0071555	Cell wall organization	25	4.92 × 10^−5^
GO:1901698	Response to nitrogen compound	17	5.02 × 10^−5^
GO:0006952	Defense response	50	8.59 × 10^−5^
GO:0045229	External encapsulating structure organization	25	1.29 × 10^−4^
GO:0002213	Defense response to insect	5	2.30 × 10^−4^
GO:0071554	Cell wall organization or biogenesis	28	2.71 × 10^−4^
GO:0010039	Response to iron ion	7	3.12 × 10^−4^
GO:0071732	Cellular response to nitric oxide	5	3.55 × 10^−4^
GO:0006790	Sulfur compound metabolic process	19	3.91 × 10^−4^
GO:0010033	Response to organic substance	57	3.93 × 10^−4^
GO:0006575	Cellular modified amino acid metabolic process	10	3.94 × 10^−4^
GO:0010035	Response to inorganic substance	32	4.05 × 10^−4^

**Table 3:** List of GO terms of genes downregulated more than 2-fold in *HRE1α* OXs.

GO Term	Description	Number in Input List	*p*-Value
GO:0010033	Response to organic substance	14	1.57 × 10^−4^
GO:0009719	Response to endogenous stimulus	13	1.61 × 10^−4^
GO:1901700	Response to oxygen-containing compound	12	2.36 × 10^−4^
GO:0009725	Response to hormone	11	1.59 × 10^−3^
GO:0001101	Response to acid chemical	9	2.49 × 10^−3^
GO:0014070	Response to organic cyclic compound	5	7.19 × 10^−3^
GO:0009751	Response to salicylic acid	4	9.32 × 10^−3^
GO:0009753	Response to jasmonic acid	4	9.81 × 10^−3^
GO:0006355	Regulation of transcription, DNA-template	12	1.29 × 10^−2^
GO:2001141	Regulation of RNA biosynthetic process	12	1.30 × 10^−2^
GO:1903506	Regulation of nucleic acid-templated transcription	12	1.30 × 10^−2^
GO:0051252	Regulation of RNA metabolic process	12	1.46 × 10^−2^
GO:0071229	Cellular response to acid chemical	5	1.61 × 10^−2^
GO:0019219	Regulation of nucleobase-containing compound metabolic process	12	1.70 × 10^−2^
GO:0043161	Proteasome-mediated ubiquitin-dependent protein catabolic process	5	1.90 × 10^−2^
GO:0097659	Nucleic acid-templated transcription	12	1.92 × 10^−2^
GO:0010498	Proteasomal protein catabolic process	5	1.93 × 10^−2^
GO:0032774	RNA biosynthetic process	12	1.95 × 10^−2^
GO:0071310	Cellular response to organic substance	7	1.96 × 10^−2^
GO:0033993	Response to lipid	6	2.05 × 10^−2^
GO:1901698	Response to nitrogen compound	4	2.22 × 10^−2^
GO:2000112	Regulation of cellular macromolecule biosynthetic process	12	2.57 × 10^−2^
GO:0010556	Regulation of macromolecule biosynthetic process	12	2.63 × 10^−2^
GO:0051171	Regulation of nitrogen compound metabolic process	12	3.19 × 10^−2^
GO:0032870	Cellular response to hormone stimulus	6	3.36 × 10^−2^

**Table 4:** List of GO terms of genes downregulated more than 2-fold in *HRE1β* OXs.

GO Term	Description	Number in Input List	*p*-Value
GO:0009628	Response to abiotic stimulus	37	3.49 × 10^−5^
GO:0009719	Response to endogenous stimulus	33	8.07 × 10^−5^
GO:0010033	Response to organic substance	35	2.57 × 10^−4^
GO:0009725	Response to hormone	30	3.11 × 10^−4^
GO:0009061	Anaerobic respiration	4	3.65 × 10^−4^
GO:1901700	Response to oxygen-containing compound	27	1.42 × 10^−3^
GO:0009664	Plant-type cell wall organization	7	2.97 × 10^−3^
GO:0001101	Response to acid chemical	21	4.14 × 10^−3^
GO:0006979	Response to oxidative stress	12	4.59 × 10^−3^
GO:0032870	Cellular response to hormone stimulus	17	5.09 × 10^−3^
GO:0009416	Response to light stimulus	15	5.70 × 10^−3^
GO:0071495	Cellular response to endogenous stimulus	17	6.31 × 10^−3^
GO:0000160	Phosphorelay signal transduction system	8	6.31 × 10^−3^
GO:0009314	Response to radiation	15	8.13 × 10^−3^
GO:0009741	Response to brassinosteroid	5	8.15 × 10^−3^
GO:0042744	Hydrogen peroxide catabolic process	5	8.48 × 10^−3^
GO:0071669	Plant-type cell wall organization or biogenesis	8	9.75 × 10^−3^
GO:0071369	Cellular response to ethylene stimulus	7	1.16 × 10^−2^
GO:0071555	Cell wall organization	12	1.21 × 10^−2^
GO:0010411	Xyloglucan metabolic process	4	1.33 × 10^−2^
GO:0072593	Reactive oxygen species metabolic process	6	1.34 × 10^−2^
GO:0042743	Hydrogen peroxide metabolic process	5	1.35 × 10^−2^
GO:0031328	Positive regulation of cellular biosynthetic process	10	1.38 × 10^−2^
GO:0009755	Hormone-mediated signaling pathway	15	1.42 × 10^−2^
GO:0009891	Positive regulation of biosynthetic process	10	1.58 × 10^−2^

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/19/6984/s1.

## Abbreviations

AP2/ERF	APETALA2/ethylene-responsive factor
BD	DNA-binding domain
CaMV	Cauliflower mosaic virus
DAG	Days after germination
DEG	Differentially expressed gene
DREB/CBF	Dehydration responsive element-binding factor/C-repeat-binding factor
*GAPc*	*Glyceraldehyde 3-phosphate dehydrogenase*
GO	Gene ontology
MS	Murashige and Skoog
ONPG	2-nitrophenyl-β-D-galacto-pyranoside
RAV	Related to ABI3/VP1

# Supplementary material for: Two Alternative Splicing Variants of AtERF73/HRE1, HRE1α and HRE1β, Have Differential Transactivation Activities in Arabidopsis
**Source:** Int J Mol Sci. 2020 Sep 23;21(19):6984. doi: 10.3390/ijms21196984
**Supplement:** Supplementary file 1

**Supplementary data**

**Table S1. List of primers for RT-PCR**

| **Gene** | **Forward** | **Orientation** | **Purpose** |
| --- | --- | --- | --- |
| *HRE1α* | 5′-CTTTATCCATGGCTAGGCTC-3′ | Forward | Quantitative RT-PCR |
| *HRE1α* | 5′-GCCAAACTCGAACTCCTT TG-3′ | Reverse | Quantitative RT-PCR |
| *HRE1β* | 5′-CATGCTTCAGGCTCAGCATC-3′ | Forward | Quantitative RT-PCR |
| *HRE1β* | 5′-GCCAAACTCGAACTCCTTTG-3′ | Reverse | Quantitative RT-PCR |
| *WRKY46* | 5′-CTATTGATGATGGTCACTGC-3′ | Forward | Quantitative RT-PCR |
| *WRKY46* | 5′-TGTGAATCGATGCGTGCATC-3′ | Reverse | Quantitative RT-PCR |
| *BBX16*/*EIP6* | 5′-TTGGTGTGGTAAGTTAGGAC-3′ | Forward | Quantitative RT-PCR |
| *BBX16*/*EIP6* | 5′-CTAAGAACACTCTCTTCGTC-3′ | Reverse | Quantitative RT-PCR |
| At2g46670 | 5′-CGAGAAAGCAGCTAGCAAGG-3′ | Forward | Quantitative RT-PCR |
| At2g46670 | 5′-CGTTGTTTCGCACTTTCTTC-3′ | Reverse | Quantitative RT-PCR |
| *ASG4* | 5′-TCACATCCGGTGATTAGCAC-3′ | Forward | Quantitative RT-PCR |
| *ASG4* | 5′-CAACAGTTCTCTGAGACACC-3′ | Reverse | Quantitative RT-PCR |
| *AGP30* | 5′-AGATGCGGTGGTGAGACTTG-3′ | Forward | Quantitative RT-PCR |
| *AGP30* | 5′-TATCGTAGTTGGTCACCGTC-3′ | Reverse | Quantitative RT-PCR |
| *BBE8* | 5′-TGGGGAGGATATCATCTACG-3′ | Forward | Quantitative RT-PCR |
| *BBE8* | 5′-CATGTACCGGTCGGTTAAAG-3′ | Reverse | Quantitative RT-PCR |
| *GAPc* | 5′-GTGTCCCAACCGTTGATGTC-3′ | Forward | Quantitative RT-PCR |
| *GAPc* | 5′-TCCCTTGAGTTTGCCTTCGG-3′ | Reverse | Quantitative RT-PCR |
| *HRE1α* | 5′-CTTTATCCATGGCTAGGCTC-3′ | Forward | Semi-quantitative RT-PCR |
| *HRE1α* | 5′-GCATCGCCCATGATGATATC-3′ | Reverse | Semi-quantitative RT-PCR |
| *HRE1β* | 5′-CATGCTTCAGGCTCAGCATC-3′ | Forward | Semi-quantitative RT-PCR |
| *HRE1β* | 5′-GCATCGCCCATGATGATATC-3′ | Reverse | Semi-quantitative RT-PCR |
| *GAPc* | 5′-CACTTGAAGGGTGGTGCCAAG-3′ | Forward | Semi-quantitative RT-PCR |
| *GAPc* | 5′-CCTGTTGTCGCCAACGAAGTC-3′ | Reverse | Semi-quantitative RT-PCR |

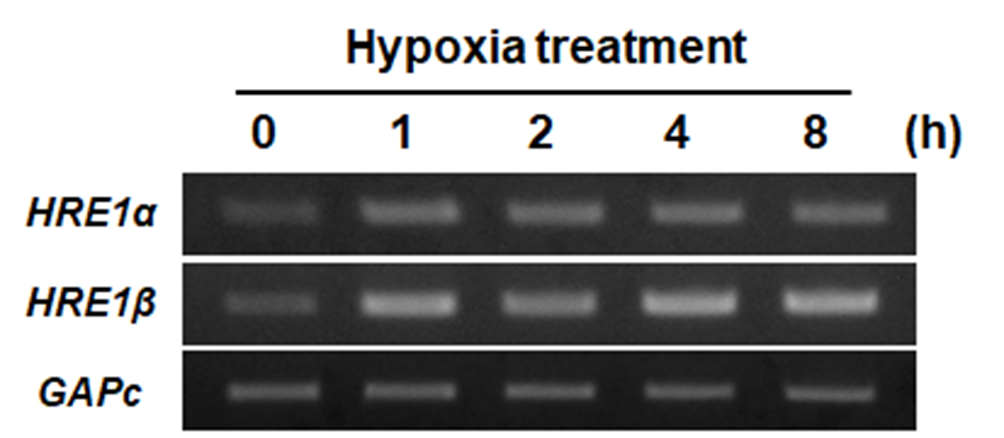

**Figure S1. Expression analysis of *HRE1α* and *HRE1β* under hypoxia condition.** The expression patterns of *HRE1α* and *HRE1β* under hypoxic conditions using semi-quantitative RT-PCR. Hypoxia was treated with 99.99% nitrogen gas for 0, 1, 2, 4, and 8 h. *GAPc* was used as an internal control. Similar results were obtained from at least two biological replicates, with one shown here.

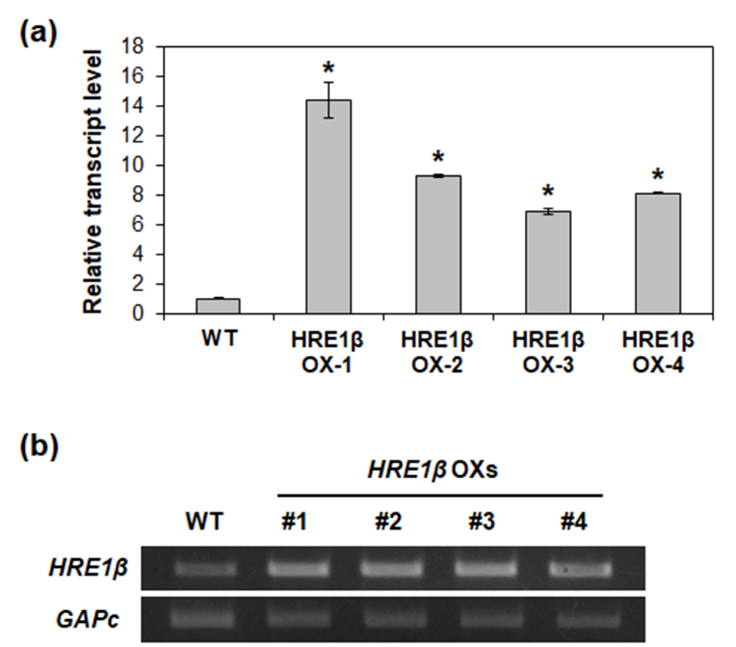

**Figure S2. Generation and selection of *HRE1β* OXs.** (**a**) Selection of the T_1_ lines of *HRE1β*-overexpressing transgenic plants (OXs) by quantitative RT-PCR analysis. *GAPc* was used as an internal control. The transcript level in WT was set as 1. Three independent reactions were performed for each technical replicate. Two technical replicates were performed for each biological replicate. At least two biological replicates showed similar results, with one shown here. The data shown are the means ± S.D. (*n* = 6). * indicates *t*-test *P* < 0.05. (**b**) Selection of the T_1_ lines of *HRE1β* OXs by semi-quantitative RT-PCR analysis. *GAPc* was used as an internal control. Similar results were obtained from at least two biological replicates, with one shown here.

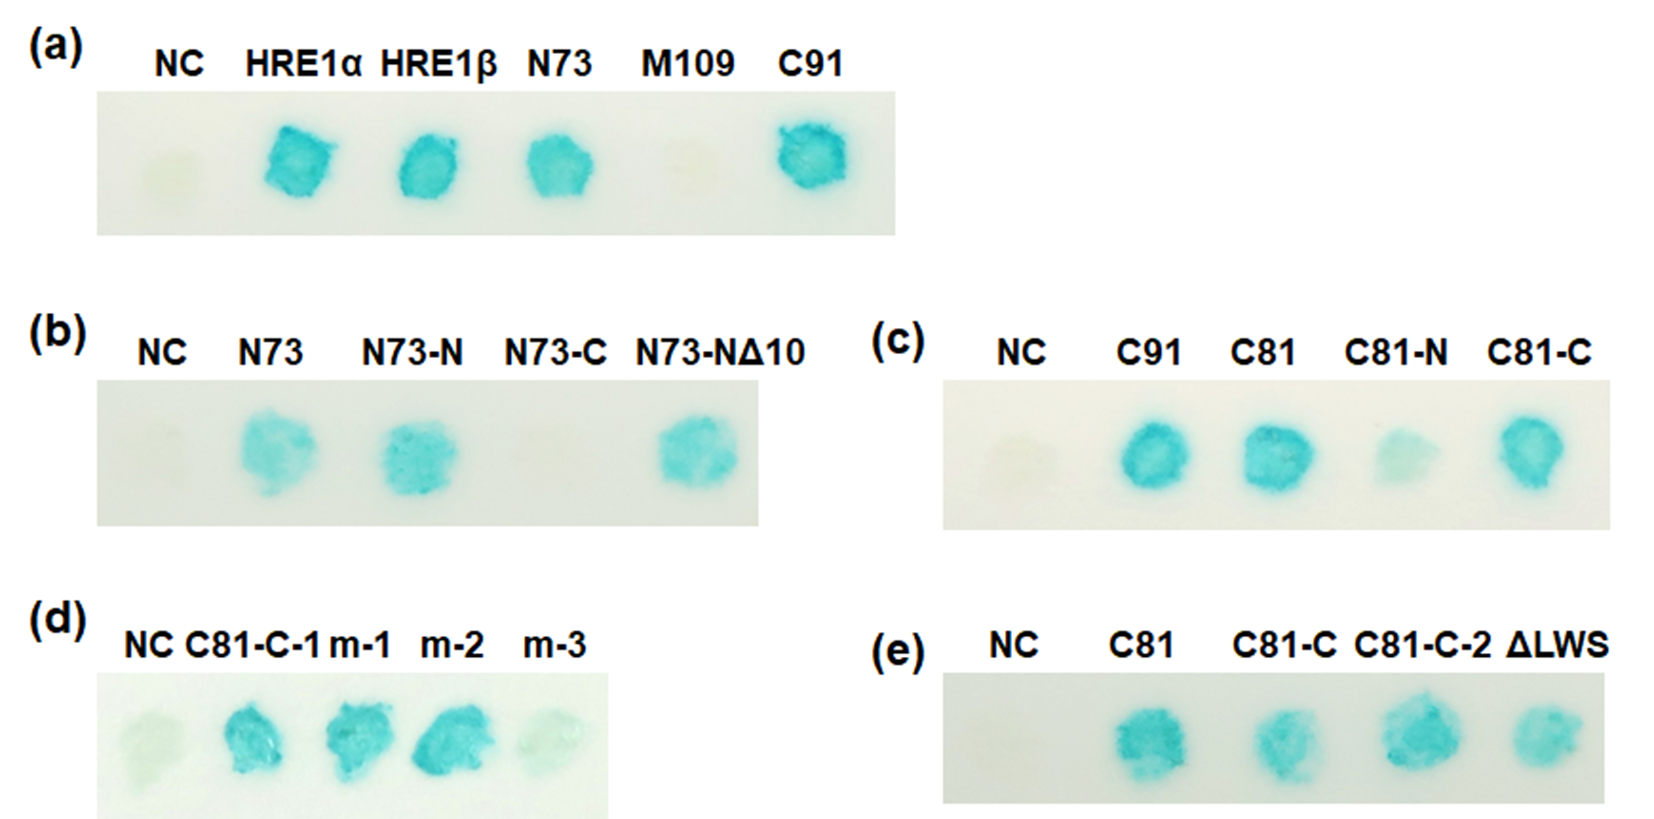

**Figure S3. Analysis of transactivation activities of HRE1α and HRE1β.** Transactivation activities of full-length ORFs of HRE1α and HRE1β, and truncated fragments of HRE1β using β-galactosidase filter assay. 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside was used as a substrate. The reaction was performed for 6 h.

**Table S2. Suitability of RNA-Sequencing data**

| **Sample** | **Total_read** | **Processed_read** | **Mapped_read** | **Mapping_rate** |
| --- | --- | --- | --- | --- |
| WT-1 | 31,584,235 | 30,119,902 | 29,519,240 | 98.01% |
| WT-2 | 32,020,154 | 30,339,538 | 29,616,323 | 97.62% |
| HRE1α OX-1 | 29,393,426 | 27,783,397 | 26,765,028 | 96.33% |
| HRE1α OX-2 | 31,577,495 | 29,912,243 | 28,874,530 | 96.53% |
| HRE1β OX-1 | 28,834,110 | 27,353,383 | 26,698,926 | 97.61% |
| HRE1β OX-2 | 33,917,182 | 31,958,661 | 31,182,230 | 97.57% |

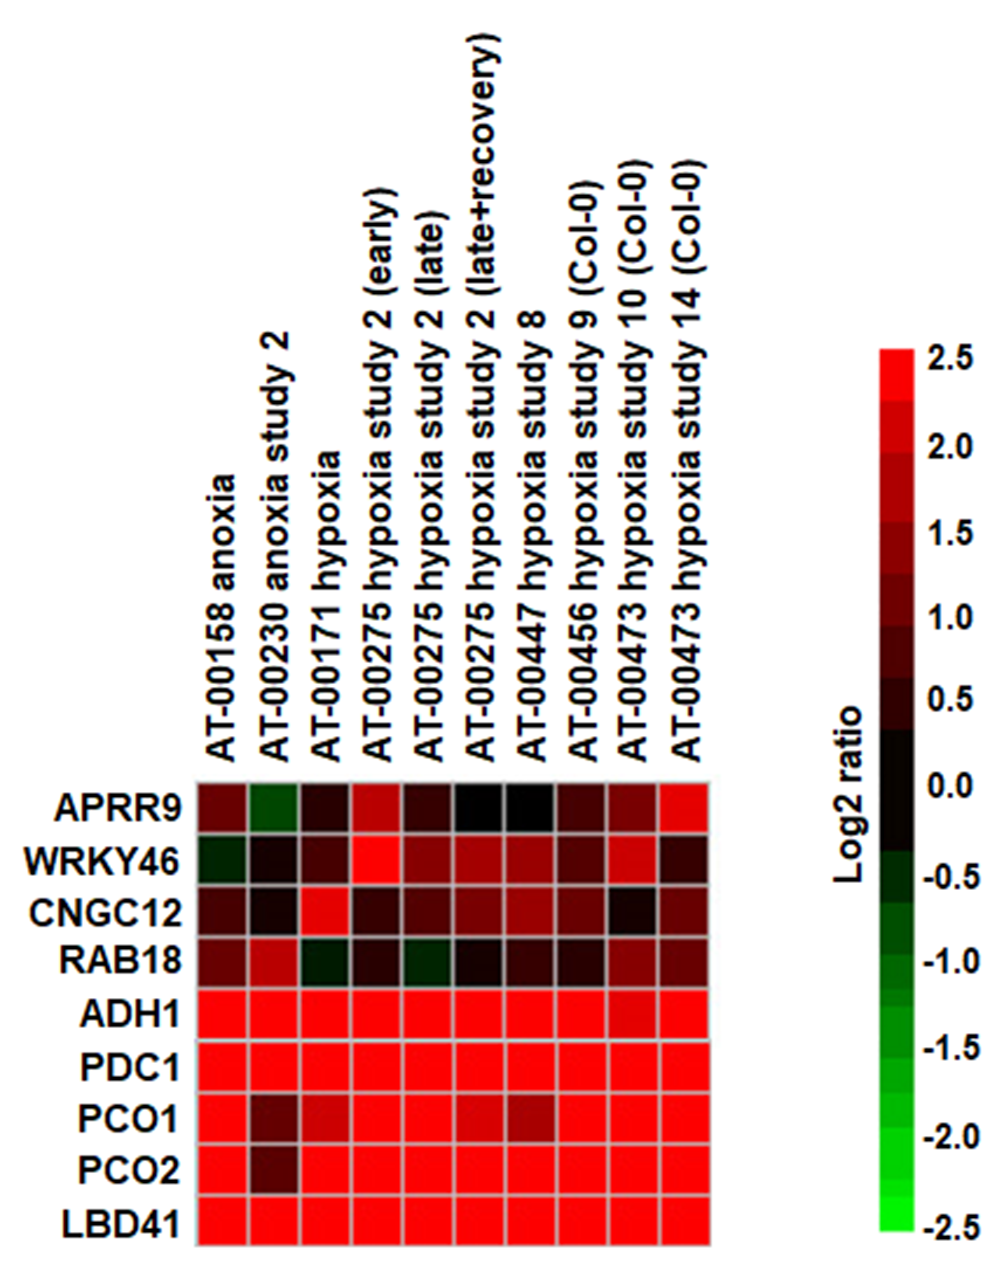

**Figure S4. Heatmap analysis of more than 2-fold upregulated genes in *HRE1α* OXs under hypoxia conditions using Genevestigator.** *ADH1*, *PCD1*, *PCO1*, *PCO2*, and *LBD41* were used as marker genes for hypoxic stress condition.

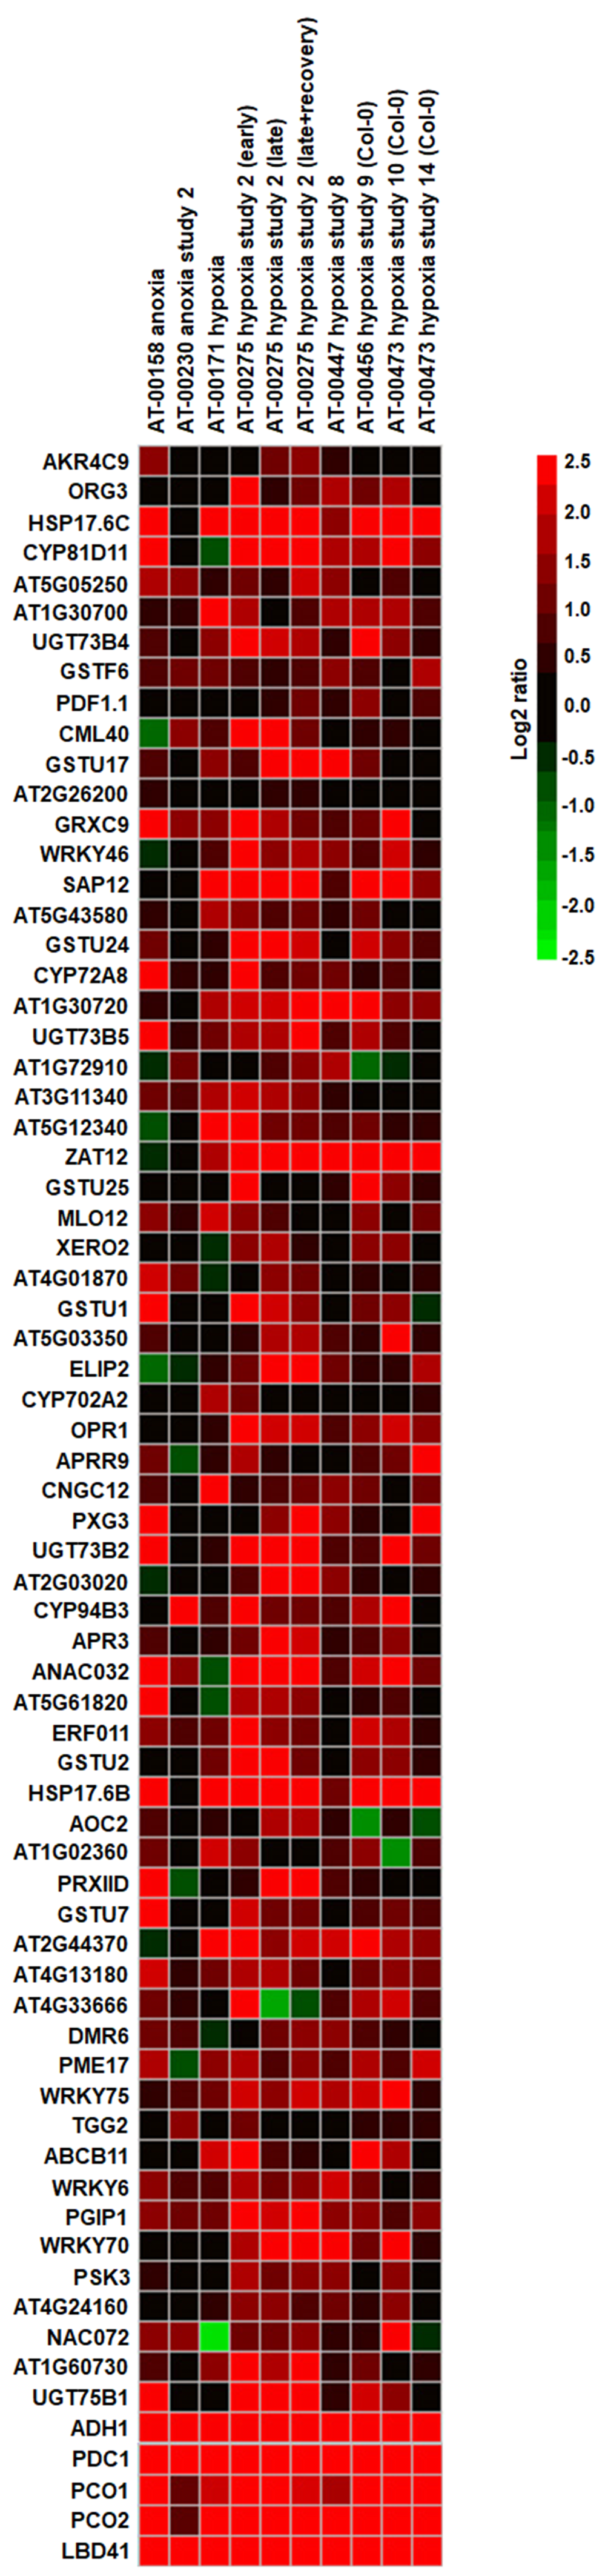

**Figure S5. Heatmap analysis of more than 2-fold upregulated genes in *HRE1β* OXs under hypoxia conditions using Genevestigator.** *ADH1*, *PCD1*, *PCO1*, *PCO2*, and *LBD41* were used as marker genes for hypoxic stress condition.

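Genevestigator is a compendium of published expression experiments, so the colours of this heat map come from plants of other studies under anoxia or hypoxia and not from the RNA-Seq libraries of the overexpressing lines. The marker genes show whether each of those treatments lowered the oxygen supply enough to induce genes known to respond to it. By the title of the figure, the other genes in the heat map were more than 2-fold higher in *HRE1β* OXs. Among these, AT2G26200 is not listed in Table S4. Its log2 fold change was −0.10 in the libraries labelled *HRE1β* OX (adjusted p = 0.831, edgeR).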

**Table S5. List of primers for cloning**

| **Construct** | **Sequence** | **Orientation** |
| --- | --- | --- |
| HRE1β entire ORF | 5′-CGCGAATTCATGTGCGGAGGAGCTGTAAT-3′ | Forward |
| HRE1β entire ORF | 5′-CAGGTCGACTCAGGACCATAGACCCATGT-3′ | Reverse |
| HRE1β M109 | 5′-GTCGAATTCGGCTCAGCATCAGATGGGAA-3′ | Forward |
| HRE1β M109 | 5′-ACAGTCGACAAGACAGCTACTACTAGGCG-3′ | Reverse |
| HRE1β N73 | 5′-CGCGAATTCATGTGCGGAGGAGCTGTAAT-3′ | Forward |
| HRE1β N73 | 5′-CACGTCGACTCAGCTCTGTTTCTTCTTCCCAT-3′ | Reverse |
| HRE1β N73-N | 5′-CGCGAATTCATGTGCGGAGGAGCTGTAAT-3′ | Forward |
| HRE1β N73-N | 5′-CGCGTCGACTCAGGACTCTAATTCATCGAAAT-3′ | Reverse |
| HRE1β N73-C | 5′-CGCGAATTCGATGAGCCATTTGTCTTCTC-3′ | Forward |
| HRE1β N73-C | 5′-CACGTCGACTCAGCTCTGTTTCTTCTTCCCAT-3′ | Reverse |
| HRE1β N73-NΔ10 | 5′-CGCGAATTCATAGCGCCGGAGAAGATTGC-3′ | Forward |
| HRE1β N73-NΔ10 | 5′-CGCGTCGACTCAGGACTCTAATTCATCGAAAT-3′ | Reverse |
| HRE1β C81 | 5′-CGCGAATTCACGCTTCTGATTGATACACA-3′ | Forward |
| HRE1β C81 | 5′-CAGGTCGACTCAGGACCATAGACCCATGT-3′ | Reverse |
| HRE1β C81-N | 5′-CGCGAATTCACGCTTCTGATTGATACACA-3′ | Forward |
| HRE1β C81-N | 5′-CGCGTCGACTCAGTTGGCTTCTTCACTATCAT-3′ | Reverse |
| HRE1β C81-C | 5′-CGCGAATTCAACGTTGATGCTTCTCTGCT-3′ | Forward |
| HRE1β C81-C | 5′-CAGGTCGACTCAGGACCATAGACCCATGT-3′ | Reverse |
| HRE1β C81-C-1 | 5′-CGCGAATTCAACGTTGATGCTTCTCTGCT-3′ | Forward |
| HRE1β C81-C-1 | 5′-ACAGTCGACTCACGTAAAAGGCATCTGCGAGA-3′ | Reverse |
| HRE1β C81-C-2 | 5′-CGCGAATTCGAGGGAAACTGTGATTCCTC-3′ | Forward |
| HRE1β C81-C-2 | 5′-CAGGTCGACTCAGGACCATAGACCCATGT-3′ | Reverse |
| HRE1β C81-C-2ΔLWS | 5′-CGCGAATTCGAGGGAAACTGTGATTCCTC-3′ | Forward |
| HRE1β C81-C-2ΔLWS | 5′-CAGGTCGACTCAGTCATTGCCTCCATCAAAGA-3′ | Reverse |
| HRE1α entire ORF | 5′-CGCTCTAGAATGTCTCAAAGCTTTGAACT-3′ | Forward |
| HRE1α entire ORF | 5′-ATACCCGGGTCAGGACCATAGACCCATGT-3′ | Reverse |
| HRE1β entire ORF | 5′-CGCTCTAGAATGTGCGGAGGAGCTGTAAT-3′ | Forward |
| HRE1β entire ORF | 5′-ATACCCGGGTCAGGACCATAGACCCATGT-3′ | Reverse |
| HRE1β N73 | 5′-CGCTCTAGAATGTGCGGAGGAGCTGTAAT-3′ | Forward |
| HRE1β N73 | 5′-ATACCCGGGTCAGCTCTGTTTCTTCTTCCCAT-3′ | Reverse |
| HRE1β M109 | 5′-CGCTCTAGAGGCTCAGCATCAGATGGGAA-3′ | Forward |
| HRE1β M109 | 5′-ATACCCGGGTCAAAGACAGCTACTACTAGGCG-3′ | Reverse |
| HRE1β C81 | 5′-CGCTCTAGAACGCTTCTGATTGATACACA-3′ | Forward |
| HRE1β C81 | 5′-ATACCCGGGTCAGGACCATAGACCCATGT-3′ | Reverse |

How the deposited data were processed for this re-analysis (not part of the article)

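The data are 3′ mRNA sequencing (QuantSeq) of whole *Arabidopsis thaliana* seedlings, with 2 libraries each of WT, *HRE1α* OXs, *HRE1β* OXs and *AtRH17* OXs. The paper reports on the first 3 groups. The *AtRH17* OX libraries belong to the same series, enter no value beside the paper's text and were used only in the additional observations. The paper gives the age of the seedlings as 10 days and the sample labels give 14 days. Conditions and replicate numbers were taken from the sample labels and the paper, and the pairing of replicates by number from the labels alone.

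The authors aligned the reads with Bowtie2, counted unique and multiple alignments on each gene with Bedtools coverage and deposited these counts, 1 library per table, without normalization. The paper's text names neither the versions of these tools nor the use of strand, and it names no filter on the deposited counts. The quantile normalization that the paper describes is not part of the deposited counts. A count that includes multiple alignments can give the same read to near-identical genes, and a count without strand can give it to overlapping genes, so such pairs are reported as uncertain. Of the 33028 gene names in each table, 32997 were assigned to a locus of the TAIR10.1 annotation and 31 were not. The positions given with Tables S3 and S4 are the same as in that annotation for all 555 entries of the tables.

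From the counts, genes with too few counts were removed with filterByExpr, which left 22348 genes in the 6 libraries of the paper. TMM factors, which lay between 0.958 and 1.03 in the 8 libraries, robust dispersions (estimateDisp and glmQLFit) and the quasi-likelihood F test were computed with edgeR 4.0.16 in R 4.3.3. The 3 groups were fitted together, since each has 2 libraries. The comparisons were *HRE1α* OX with WT, *HRE1β* OX with WT, and *HRE1β* OX with *HRE1α* OX. *AtRH17* OX was compared with WT in a fit of all 8 libraries. The threshold of the paper, 2-fold with an unadjusted p under 0.05, was used beside a 2-fold change with a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values were computed from the deposited counts with the TMM factors, and SDs are over the 2 libraries of a group. Where every library of a group had 3 counts or fewer, the fold change was computed against that floor and is a lower bound.

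Lists of genes were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01, for 7 lists and 2 comparisons, and adjusted over these 14 tests. The lists were the genes named in Figure 10, Figure S5 and as hypoxia markers, and lists of low-oxygen, iron deficiency and clock genes written from general knowledge before the data were examined. The sequence GCCGCC was searched on both strands within 1000 bases upstream of the annotated start of each gene and tested with Fisher's exact test, two-sided. Sequences of the primers were matched to the same genome. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

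The genes named in the text were fixed by rule before the data were examined. They are the genes the paper names in its results, Figure 10 and Figures S4 and S5, the overexpressed genes, the members of the gene lists where a list is discussed, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among those past 2-fold and the adjusted p whose replicates do not overlap. *BBX32*, named for the primers, was chosen after the values were seen.

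The tests were tried on simulated counts before use. With 200 genes among 22073 changed by the same fold, above 2-fold, edgeR's quasi-likelihood test recovered 195 at the adjusted threshold and DESeq2 193. The changed genes had a mean over 1 CPM, so changes near 2-fold and genes with few counts were not tried. The equal-variance test on quantile-normalized values recovered 186 at the unadjusted p and 0 at the adjusted p. The alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile factors, the quantile normalization with a two-sample equal-variance test on log2(CPM + 1), no filter on low counts, at least 10 counts in every library, fits of only 2 groups or of all 4, no chloroplast and mitochondrial genes, a replicate block, and leaving out each library in turn. For the lists they were fry, a replicate block, and leaving out the members in Tables S3 and S4, and for the upstream sequence 500 bases, the longer motif AGCCGCC and the adjusted list. The quantile setting with log2(CPM + 0.1) was added after the data were seen.

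The totals of counts per library ranged from 25657217 to 30606058, and 3 counts correspond to 0.098 to 0.117 CPM. The GO analysis, the Genevestigator heat maps, and the quantitative RT-PCR, yeast, protoplast and phenotype experiments were not analysed here.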

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

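The tests of library size, of gene length and GC content and of expression-matched gene sets were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

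The 2 overexpressing lines differed from each other in 695 genes at 2-fold and an adjusted p under 0.05 in a direct test (edgeR's quasi-likelihood test), 526 of them higher and 169 lower in the libraries labelled *HRE1β* OX. *HRE1* itself was among them, with a log2 fold change of −2.41 (adjusted p = 1.3e-12, edgeR). The *HRE1* count was higher in *HRE1α* OXs than in both WT libraries and lower in the libraries labelled *HRE1β* OX. A candidate explanation for the *HRE1* count is that transcripts of a transgene are not assigned to the gene when reads near the 3′ end are counted, for example where the vector supplies another 3′ end. *AtRH17* in the libraries labelled *AtRH17* OX was not higher than in WT either, with a log2 fold change of −0.79 (adjusted p = 0.00121, edgeR). A loss of transgene reads would leave both counts at the WT level. It does not by itself give the fall of *AtRH17* below that level. The fall of *HRE1* is less firm, with an adjusted p of 0.0501 (edgeR) with upper-quartile factors and with only the 2 groups. Without WT replicate 1 the log2 fold change of *HRE1* was −0.15, so its count may lie at the WT level. The *HRE1* count was raised in the *HRE1α* OX libraries, which goes against a general loss, and the vectors' 3′ ends are not used here. Another candidate is an exchange of labels between the libraries labelled *HRE1β* OX and *AtRH17* OX. *HRE1* had a log2 fold change of −0.15 in the libraries labelled *AtRH17* OX (adjusted p = 0.37, edgeR), and *AtRH17* of 0.09 in the libraries labelled *HRE1β* OX (adjusted p = 0.76, edgeR). An exchange would have raised both, so both values go against an exchange by itself, though not against one combined with a loss of transgene reads. The difference in the *HRE1* count cannot be told apart from such a loss, which does not bear on the other genes that differed between the lines.

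The libraries labelled *AtRH17* OX, which the paper does not report on, differed from WT in 1518 genes at 2-fold and an adjusted p under 0.05, 966 of them higher and 552 lower. Of the 732 genes higher in the libraries labelled *HRE1β* OX in the fit of all 8 libraries, 444 (60.7%) were also higher in the libraries labelled *AtRH17* OX, and 3 were lower there. Of 372 genes lower in the libraries labelled *HRE1β* OX, 206 (55.4%) were also lower and 1 was higher. Of the calls in *HRE1α* OXs, 38 of 55 higher genes (69.1%) and 32 of 57 lower genes (56.1%) were shared. Besides *HRE1*, all 6 genes of Figure 10 were higher in the libraries labelled *AtRH17* OX at the same threshold. Their median log2 fold change there was 2.9, so their rise is not specific to the *HRE1* lines. Higher and lower genes in the libraries labelled *AtRH17* OX numbered 17 and 1 for glutathione S-transferases and 7 and 0 for UDP-glucosyltransferases. They numbered 22 and 4 for cytochrome P450s, 3 and 6 for xyloglucan endotransglucosylase/hydrolases, 5 and 2 for *BBX* and 0 and 0 for *ARR*. Apart from *ARR*, changes in these families are thus not specific to the *HRE1* lines. These overlaps and counts use the same WT libraries on both sides. The ratios of the libraries labelled *HRE1β* OX to *HRE1α* OX and of the libraries labelled *AtRH17* OX to WT have no library in common, and they correlated with a Pearson r of 0.465 across 22602 genes, which are not independent replicates. With each line set against a different WT library, r was 0.428 and 0.5 in the 2 pairings for the libraries labelled *HRE1β* OX and 0.0645 and 0.234 for *HRE1α* OXs, so that noise of the shared WT libraries does not account for the correlation in the libraries labelled *HRE1β* OX. Thinning all libraries to 25657217 counts kept 420 of the 444 genes. Regressing out gene length and GC content, known for 99.9% of genes, changed the r of 0.465 to 0.476. Among 1000 random gene sets matched on expression, the largest overlap was 67 genes and the mean 46.3. The first principal component held 40.3% of the variance and separated the libraries labelled *HRE1β* OX and *AtRH17* OX from those of WT and *HRE1α* OX. The second held 18.3% and set the libraries labelled *HRE1β* OX (−41.6 and −37.2) apart from those labelled *AtRH17* OX (30.2 and 36.9). WT and *HRE1α* OX lay between them, so the change was shared only in part. The labels give no preparation batch, and the shared change cannot be told apart from one.

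Of 10 tested seed storage and oil body genes, 8 were higher than in WT in the libraries labelled *HRE1β* OX at 2-fold and an adjusted p under 0.05, against 0 in *HRE1α* OXs and 0 in the libraries labelled *AtRH17* OX. The summed counts of the 16 listed seed genes were 2884 and 1005 in the 2 libraries labelled *HRE1β* OX, between 52 and 94 in the WT and *HRE1α* OX libraries, and 81 and 68 in the libraries labelled *AtRH17* OX. In each of the 12 seed genes with enough counts, replicate 1 was above replicate 2, with a median log2 ratio of 1.44 against 0.0536 for the 707 other genes higher in these libraries. This is consistent with a few unshed seed coats, ungerminated seeds or embryos in the samples, in different amounts in the replicates, as a candidate source. A rise in seed gene expression in the seedlings themselves, at different levels in the 2 samples, could give the same ratio.

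*MRD1* and *HEI10*, which the paper does not discuss, were nearly absent in both lines. The log2 fold change of *MRD1* was −5.89 in *HRE1α* OXs and −6.29 in the libraries labelled *HRE1β* OX, with 39 and 47 and with 53 and 16 counts against 2923 and 2533 in WT, while the libraries labelled *AtRH17* OX had 3820 and 3134. Of 15 tested genes within 20 kb, other than those overlapping the locus, 0 were lower by 2-fold in both lines, so a deletion that reaches the neighbouring genes is not seen. *MRD1* and *HEI10* share 1446 bases on opposite strands, so reads of a single transcript could be counted on both. In WT, *HEI10* was counted 1297 and 1182 times, less often than *MRD1*. Reads shared with *HEI10* thus cannot make up the whole fall counted on *MRD1*, which cannot be told apart from AT1G07887. Whether *HEI10* itself fell cannot be told. A difference in the genome confined to this locus between the WT seed stock and that of the lines was not tested.

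The 29 tested iron deficiency genes had a median log2 fold change of 1.09 in the libraries labelled *HRE1β* OX, with 16 higher and 1 lower at 2-fold and an adjusted p under 0.05 (camera adjusted p = 4.6e-24). With p adjusted over the list alone, 16 and 1 passed. *IRT1* had a log2 fold change of 4.65 (adjusted p = 4.4e-10, edgeR), *IMA3* of 4.30 and *bHLH39* of 3.79, whereas *IRT2* fell by 2.98. If the plants were short of iron, genes of iron storage would be lower, and the ferritin gene *FER1* had a log2 fold change of −0.53 (standard error 0.0948, adjusted p = 0.000173, edgeR) and *FER4* of −0.46 (adjusted p = 0.00974, edgeR). *FER2* (−0.10, adjusted p = 0.871, edgeR) and *FER3* (0.11, adjusted p = 0.526, edgeR) did not fall, and *FER1* was at −0.06 in the libraries labelled *AtRH17* OX (adjusted p = 0.697, edgeR). The list was also higher in the libraries labelled *AtRH17* OX, with a median log2 fold change of 0.87, so the change is not specific to the libraries labelled *HRE1β* OX. The ferritin genes were thus mixed, and a shortage of iron in these samples remains a hypothesis that they do not decide. The paper does not report iron contents, and a difference between preparation batches remains open as above.

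The hypoxia markers *PCO1*, *PCO2* and *LBD41* were lower in the libraries labelled *HRE1β* OX than in *HRE1α* OXs, with log2 fold changes of −1.99, −2.58 and −1.89 in the direct test (adjusted p = 1.6e-13, 3.1e-13 and 1.3e-12, edgeR). Each of the 2 replicates was below each *HRE1α* OX and WT replicate. The other markers, *ADH1* and *PDC1*, did not differ, and *ADH1* was counted 1410 and 467 times in the WT replicates. Against WT the log2 fold changes were −1.96, −1.94 and −2.19, and without WT replicate 1 they were −1.85, −1.83 and −2.27. The WT counts of these genes were close (3187 and 2846 for *PCO1*), so leaving that replicate out could not have removed the fall, and the comparison of the lines holds no WT library. The same genes were lower in the libraries labelled *AtRH17* OX, by log2 fold changes of −1.05, −1.21 and −1.64. Again a difference between preparation batches, such as in the air supply of the plates, cannot be told apart from an effect of the line.

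*CNGC12* was higher than in WT in both lines of the paper, but in the libraries labelled *AtRH17* OX its log2 fold change was −3.96 (standard error 0.176, adjusted p = 8.4e-17, edgeR), with 31 and 25 counts against 422 and 526 in WT. No technical or biological explanation was tested for this gene in the libraries labelled *AtRH17* OX.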

How the results depend on the processing

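The settings below were set before the data were examined, except the quantile setting with a pseudocount of 0.1 CPM, which was chosen after seeing the data.

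Counts of genes moved most under the two-sample equal-variance test on quantile-normalized log2(CPM + 1). At 2-fold and an unadjusted p under 0.05 it gave 24 genes higher and 23 lower in *HRE1α* OXs, against 203 and 176 with edgeR's quasi-likelihood test. In the libraries labelled *HRE1β* OX it gave 258 higher and 208 lower, against 916 and 458, and in both lines 7 higher and 17 lower, against 115 and 72. The share of higher genes in the libraries labelled *HRE1β* OX was 55.4%, against 66.7%. With a pseudocount of 0.1 CPM it gave 78 higher and 81 lower in *HRE1α* OXs, 432 higher and 367 lower (54.1% higher) in the libraries labelled *HRE1β* OX, and 32 higher and 32 lower in both. Between the lines, 359 genes were higher and 223 lower in the libraries labelled *HRE1β* OX at the unadjusted p (61.7% higher), against 743 and 262 (73.9%). At an adjusted p, the pseudocount of 1 gave 0 genes in each direction and line. The pseudocount of 0.1 gave 1 higher and 0 lower in *HRE1α* OXs and 1 higher and 0 lower in the libraries labelled *HRE1β* OX. Both gave 2 genes between the lines, against 695. On simulated counts this test recovered 0 of 200 changed genes at the adjusted p and 186 at the unadjusted p, so its adjusted counts at this size carry little information. Of the 258 genes it called higher in the libraries labelled *HRE1β* OX, 256 were among the 916.

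With at least 10 counts in every library, 127 genes were higher and 115 lower in *HRE1α* OXs and 66 were higher in both lines. With that filter a gene absent from WT cannot be called. The cause of the other differences was not tested. In 142 further comparisons of these counts, lists and the *HRE1* fold changes the direction and the side of the threshold, or the count within 1.5-fold, were kept. DESeq2 called 176 genes higher in *HRE1α* OXs and 846 in the libraries labelled *HRE1β* OX, of which 173 and 842 were shared with edgeR. In the comparison of the libraries labelled *AtRH17* OX with WT, a fit of only the 2 groups gave 1449 genes and DESeq2 1470, against 1518.

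The fold change of *HRE1* in *HRE1α* OXs kept its direction in every setting run. Under the quantile settings the log2 fold change was 2.05 (pseudocount 1) and 2.08 (pseudocount 0.1), with adjusted p of 0.499 and 0.501, and over all settings the adjusted p ranged from 1.2e-99 to 0.501. For the libraries labelled *HRE1β* OX it was −0.32 with upper-quartile factors, −0.31 with both quantile settings and −0.36 with only the 2 groups, and no longer past an adjusted p of 0.05. Over all settings its adjusted p ranged from 0.00196 to 0.501.

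For the gene lists, the low-oxygen genes in *HRE1α* OXs had an adjusted p of 0.0606 under fry and the morning clock genes in the libraries labelled *HRE1β* OX of 0.0606 under fry, against 1.7e-13 and 0.0309 with camera. Over their alternatives these ranged from 2.0e-17 to 0.0606 and from 0.000302 to 0.0606. Without the members in Tables S3 and S4, the iron deficiency genes in *HRE1α* OXs had an adjusted p of 0.716 against 0.0225, and the morning clock genes in *HRE1α* OXs of 0.067 against 2.7e-09. Those tables list genes called higher in the same libraries, so a weaker rise follows from leaving them out. A stronger fall follows too, as in the 0.000302 for the morning clock genes in the libraries labelled *HRE1β* OX. Over their alternatives these ranged from 0.00413 to 0.716 and from 6.6e-09 to 0.067. For the libraries labelled *HRE1β* OX, the odds ratio of a GCC box within 500 bases upstream was 0.665 (p = 0.0335, Fisher's exact test), against 0.836 (p = 0.174) within 1000 bases. The cause of these differences was not tested.

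With each library of a comparison left out in turn, no test was possible with 1 library in a group, so the values are the numbers of called genes that kept a 2-fold change. They ranged from 160 to 183 of the 203 and from 140 to 158 of the 176 genes in *HRE1α* OXs, and from 786 to 838 of the 916 and from 396 to 410 of the 458 genes in the libraries labelled *HRE1β* OX. For the adjusted threshold they ranged from 46 to 57, 44 to 51, 618 to 666 and 310 to 325, in the same order. In both lines they ranged from 97 to 111 higher and from 58 to 71 lower, and between the lines from 616 to 640. The genes had been called with the same libraries, so these numbers could only fall and show no independent stability. The log2 fold change of *HRE1* ranged from 1.88 to 2.26 in *HRE1α* OXs and from −0.53 to −0.15 in the libraries labelled *HRE1β* OX.

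With the replicate number as a block, 205 genes were higher and 168 lower in *HRE1α* OXs, 927 and 458 in the libraries labelled *HRE1β* OX, and 714 differed between the lines at the adjusted p. The lists kept their side of the threshold with the block, with an adjusted p of 6.6e-09 for the morning clock genes in *HRE1α* OXs and 2.8e-24 for the iron deficiency genes in the libraries labelled *HRE1β* OX. *UGT73B4* in the libraries labelled *HRE1β* OX had an adjusted p of 0.0687 with the block (edgeR), with a range from 2.6e-06 to 0.26 over its alternatives. Deviations of same-numbered libraries from their group means correlated at 0.0208 between WT and *HRE1α* OX, 0.0392 between WT and *HRE1β* OX and −0.0126 between the lines, so the numbers do not pair the libraries.

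Among 80 results for single genes, 608 comparisons were made outside the equal-variance settings. Of these, 590 kept their direction and side of the threshold, 17 kept the direction but no longer passed, 1 newly passed and 0 changed direction. In the fit of only the groups compared, *WRKY46*, *BBE8* and *CYP81D11* in *HRE1α* OXs and AT2G46670, *ASG4*, *UGT73B4*, *CRA1* and *SESA2* in the libraries labelled *HRE1β* OX were among those that no longer passed. In the equal-variance settings, 128 of 160 comparisons no longer passed. Of 320 values with a library left out, 65 moved by more than the spread between replicates and 6 took the other sign. Genes with few counts are limited by depth, since 3 counts correspond to 0.098 to 0.117 CPM, and for them only lower bounds of the fold are given.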

Differences from the paper's values

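At 2-fold and an unadjusted p under 0.05, edgeR's quasi-likelihood test gave 203 genes higher in *HRE1α* OXs, against the paper's 85. Of the alternatives set before the data were examined, the filter of at least 10 counts in every library (127 genes) came within 1.5-fold of the paper's number, the limit used here for a difference, and the others did not. The quantile setting with a pseudocount of 0.1 CPM, chosen after seeing the values, gave 78.

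Higher genes numbered 916 in the libraries labelled *HRE1β* OX, against the paper's 470. Of the alternatives set before the data were examined, at least 10 counts in every library (631) came within 1.5-fold and the others did not. The added quantile setting, chosen after seeing the values, gave 432. In both lines 115 genes were higher, against the paper's 26. None of the alternatives set before the data were examined came within 1.5-fold, and the added quantile setting, chosen after seeing the values, gave 32.

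Lower genes numbered 176 in *HRE1α* OXs, against the paper's 69. None of the alternatives set before the data were examined came within 1.5-fold, and the added quantile setting, chosen after seeing the values, gave 81. Among the libraries labelled *HRE1β* OX the number was 458, against the paper's 282. Upper-quartile factors (412), the quantile setting with a pseudocount of 1 CPM (208) and at least 10 counts in every library (372) came within 1.5-fold, though none of them gave the paper's number, the other alternatives set before the data were examined did not, and the added quantile setting, chosen after seeing the values, gave 367. In both lines 72 genes were lower, against the paper's 32, which only the added quantile setting, chosen after seeing the values, reached with 32.

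The paper states that At2g46670 and *ASG4* were upregulated only in *HRE1α* OXs. In the deposited counts, AT2G46670 also had a log2 fold change of 1.02 (adjusted p = 0.0128, edgeR) and *ASG4* (*RVE3*) of 0.95 (adjusted p = 0.0208, edgeR) in the libraries labelled *HRE1β* OX. The paper names *AGP30* and *BBE8* as upregulated in *HRE1β* OXs, and in *HRE1α* OXs they also rose, by log2 fold changes of 0.97 (adjusted p = 0.00158, edgeR) and 0.85 (adjusted p = 0.0287, edgeR), under 2-fold. In the fit of only the line and WT, AT2G46670, *ASG4* and *BBE8* no longer passed there, with adjusted p of 0.067, 0.0621 and 0.166 (edgeR), and over the alternatives these ranged from 0.00703 to 0.193, from 0.0156 to 0.215 and from 0.0111 to 0.519. For *AGP30* the range was from 1.2e-07 to 0.583, with the equal-variance settings not past the threshold. *HRE1* passed the threshold in *HRE1α* OXs and is listed in neither Table S3 nor Table S4. Its log2 fold change was −0.36 in the libraries labelled *HRE1β* OX, whereas the paper's quantitative RT-PCR shows *HRE1β* higher in *HRE1β* OXs. Of the genes shown in Figure S5, AT2G26200, which is not listed in Table S4, had a log2 fold change of −0.10 in the libraries labelled *HRE1β* OX. Among the genes of Figures S4 and S5, 5 are annotated as UDP-glucosyltransferase genes, which is not the number the paper gives.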

Other observations

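The GCC box tests were set before their results were seen, and the tests of the morning clock genes, of the region on chromosome 2 and of the low-oxygen genes were chosen only after the result was seen.

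If HRE1α and HRE1β raised the changed genes directly through a GCC box, the sequence GCCGCC would be more frequent upstream of genes that rose. It lay within 1000 bases upstream in 16 of the 203 genes higher in *HRE1α* OXs (7.88%) and in 1981 of 22120 other tested genes (8.96%), an odds ratio of 0.87 (95% confidence interval 0.486 to 1.45, p = 0.711, Fisher's exact test, two-sided). For the libraries labelled *HRE1β* OX it lay upstream of 70 of 916 genes (7.64%) and of 9% of the others, an odds ratio of 0.836 (95% confidence interval 0.643 to 1.07, p = 0.174, Fisher's exact test, two-sided). The sequence was not enriched in either group, which does not exclude that some of the genes are bound at a GCC box. A list that holds indirect targets, or libraries in which *HRE1* was not raised, could hide an enrichment.

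*PRR9* rose with a log2 fold change of 3.09 in *HRE1α* OXs, and the median of the 14 morning clock genes was 0.21 (camera adjusted p = 2.7e-09). If the lines had been harvested at another time of day, the morning genes would be expected to move together and the evening genes the other way. The core morning genes *CCA1* and *LHY* had log2 fold changes of 0.18 (adjusted p = 0.39, edgeR) and 0.06 (adjusted p = 0.835, edgeR), *RVE2* of −0.64 (adjusted p = 0.000222, edgeR), and the 10 tested evening genes had a median of −0.18 (camera adjusted p = 0.364). Of the morning genes, 11 of 14 were higher, among them *LNK3* at 0.65 (adjusted p = 4.8e-05, edgeR) and *PRR7* at 0.59 (adjusted p = 0.02, edgeR). The libraries labelled *HRE1β* OX had a morning median of −0.30 (10 of 14 lower, camera adjusted p = 0.0309, and 0.0606 under fry, with a range from 0.000302 to 0.0606 over the alternatives) and an evening median of −0.49 (camera adjusted p = 0.0238). Compared directly with *HRE1α* OXs, 0 of the 14 morning genes were higher there, with a median of −0.535. The morning and evening lists did not move in opposite directions past the threshold in either line. Within the morning list, however, *RVE1* (−0.40, adjusted p = 0.0156, edgeR) and *RVE2* fell in *HRE1α* OXs while *PRR9*, *PRR7*, *LNK1* and *LNK3* rose. A shift in harvest time could move members that peak at different hours in opposite directions, so the lists do not decide on it, and the rise of *PRR9* cannot be told apart from a different harvest time.

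*WRKY46*, *CNGC12*, AT2G46670 and *PRR9* lie within 191.8 kb on chromosome 2, and all 4 were higher at 2-fold and an adjusted p under 0.05 in *HRE1α* OXs. The region holds 42 tested genes, of which these 4 were higher and 0 lower (5 were higher in the libraries labelled *HRE1β* OX). Among 21961 windows of 42 neighbouring genes, only this 1 (0.00455%) held as many, against 0.115 on average. With AT2G46670 left out, because its reads can be those of *PRR9*, 3 genes remained and again only 1 window held as many. In the libraries labelled *AtRH17* OX, *PRR9*, AT2G46670 and *WRKY46* also rose, with log2 fold changes of 3.53 (adjusted p = 7.8e-13, edgeR), 3.21 (adjusted p = 2.5e-11, edgeR) and 2.38 (adjusted p = 0.000314, edgeR), whereas *CNGC12* was at −3.96. Regulation by HRE1α, or a difference in the genome around its transgene, would not by itself give these rises. The region was chosen because these genes stood out, so the percentage shows only how rare the cluster is and does not decide on a difference in the genome linked to this region.

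The seedlings were not treated with hypoxia. Of the paper's hypoxia markers, *PCO2* rose in *HRE1α* OXs, with a log2 fold change of 0.64 (adjusted p = 0.0014, edgeR). The 37 tested low-oxygen genes had a median log2 fold change of −0.52 in *HRE1α* OXs (32 of 37 lower, camera adjusted p = 1.7e-13, and 0.0606 under fry, with a range from 2.0e-17 to 0.0606 over the alternatives) and −0.73 in the libraries labelled *HRE1β* OX (30 of 37 lower, camera adjusted p = 7.8e-19, and 0.0117 under fry, with a range from 2.1e-20 to 0.0117 over the alternatives). Of the 37 genes, 10 were more than 2-fold higher in WT replicate 1 than in WT replicate 2 and 0 lower, as *ADH1* with 1410 and 467 counts. Without WT replicate 1, an alternative chosen after seeing the data, the medians were −0.21 (23 of 37 lower) and −0.35 (23 of 37 lower), and without WT replicate 2 −0.75 (34 of 37) and −1.08 (33 of 37). Without WT replicate 1 each median lay closer to 0 than to its value with both WT replicates, so the size of the medians cannot be told apart from an unusual state of that library. Members with close WT counts fell too. In the libraries labelled *HRE1β* OX, *LBD41* fell by 2.19 and AT1G33055 by 1.50 on the log2 scale, and in *HRE1α* OXs AT4G27450 by 0.91 and AT1G33055 by 0.76, so that library does not account for the fall of these genes. At the level of single genes in the libraries labelled *HRE1β* OX, 14 were lower by 2-fold at an adjusted p under 0.05 and 15 with p adjusted over the list alone, and in *HRE1α* OXs 2 and 3. The 65 genes of Figure S5 had a median log2 fold change of 1.60 in the libraries labelled *AtRH17* OX, with 48 of them higher by 2-fold at an adjusted p under 0.05.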
